# The nucleoid protein Dps binds genomic DNA of *Escherichia coli* in a non-random manner

**DOI:** 10.1371/journal.pone.0182800

**Published:** 2017-08-11

**Authors:** S. S. Antipov, M. N. Tutukina, E. V. Preobrazhenskaya, F. A. Kondrashov, M. V. Patrushev, S. V. Toshchakov, I. Dominova, U. S. Shvyreva, V. V. Vrublevskaya, O. S. Morenkov, N. A. Sukharicheva, V. V. Panyukov, O. N. Ozoline

## Abstract

Dps is a multifunctional homododecameric protein that oxidizes Fe^2+^ ions accumulating them in the form of Fe_2_O_3_ within its protein cavity, interacts with DNA tightly condensing bacterial nucleoid upon starvation and performs some other functions. During the last two decades from discovery of this protein, its ferroxidase activity became rather well studied, but the mechanism of Dps interaction with DNA still remains enigmatic. The crucial role of lysine residues in the unstructured N-terminal tails led to the conventional point of view that Dps binds DNA without sequence or structural specificity. However, deletion of *dps* changed the profile of proteins in starved cells, SELEX screen revealed genomic regions preferentially bound *in vitro* and certain affinity of Dps for artificial branched molecules was detected by atomic force microscopy. Here we report a non-random distribution of Dps binding sites across the bacterial chromosome in exponentially growing cells and show their enrichment with inverted repeats prone to form secondary structures. We found that the Dps-bound regions overlap with sites occupied by other nucleoid proteins, and contain overrepresented motifs typical for their consensus sequences. Of the two types of genomic domains with extensive protein occupancy, which can be highly expressed or transcriptionally silent only those that are enriched with RNA polymerase molecules were preferentially occupied by Dps. In the *dps*-null mutant we, therefore, observed a differentially altered expression of several targeted genes and found suppressed transcription from the dps promoter. In most cases this can be explained by the relieved interference with Dps for nucleoid proteins exploiting sequence-specific modes of DNA binding. Thus, protecting bacterial cells from different stresses during exponential growth, Dps can modulate transcriptional integrity of the bacterial chromosome hampering RNA biosynthesis from some genes via competition with RNA polymerase or, vice versa, competing with inhibitors to activate transcription.

## Introduction

Dps was initially described as an abundant protein of starved cells (The **D**NA-binding **P**rotein from **S**tarved cells) [1] and later became a prototype for the Dps family of bacterial ferritins. Playing a key role in genome condensation [2], it is actively produced during stationary phase reaching 85,000–180,000 molecules per cell [3, 4], while exponentially growing cells of *Escherichia coli* (*E*. *coli*) possess only 6,000–8,500 monomers of Dps. Proteins from the Dps family are composed of 12 identical or similar subunits, and form spherical particles with an internal cavity of ~4.5 nm. In *E*. *coli* this protein is a homododecamer with 2–3 tetrahedral symmetry [5].

Dps is a multifunctional protein protecting bacterial cells from oxidative stress, UV- and γ-radiation, as well as metal ion toxicity [6–11]. Proteins of this family also play a role in biofilm formation [12], and were found among outer membrane proteins and fimbria [13]. The protective function is mostly conferred by DNA-binding and ferroxidase activities of Dps, which are topologically separated, but function jointly to preserve DNA integrity and cellular viability [14]. Operating as a ferritin, Dps oxidizes supertoxic but essential ferrous ions and accumulates them within its cavity in the form of iron oxides [15, 16]. Ferroxidase activity of Dps is relatively well studied, and it is not very different from other ferritins. Although Dps oxidizes Fe(II) predominantly using hydrogen peroxide, rather than oxygen, and 12 catalytic centers are formed by surfaces of the 2 adjacent subunits, rather than being located within the 4-helix bundle of each subunit [17].

An ability to bind and condense genomic DNA is a specific feature of proteins from the Dps-family [18]. Both inner [5] and outer [5, 19] surfaces of the *E*. *coli* Dps are charged negatively, thus it is not clear how this protein was evolutionary selected for interaction with negatively charged DNA. Based on the X-ray structure [5] and the work of Ceci *at al*. [18], it is thought that the N-terminal tails, lacking a DNA-binding module, but containing positively charged amino acid residues, are responsible for interaction with DNA, for Dps self-aggregation, and for binding/aggregation-mediated DNA condensation. Deletion of the first 8 amino acids including Lys5 and Lys8, or 18 amino acids with Lys10 and Arg18 decreased both self-aggregation and DNA condensation [18]. Nonetheless, the mutant Dps molecules still bound DNA as ‘beads on a string’, whereas Dps of *Listeria innocua* and two Dps-like proteins of *Bacillus anthracis* possessing short N-termini were not able to do this [17, 20, 21]. On the other hand, Dps from *Helicobacter pylori* (NAP), which does not have positively charged N-termini at all, binds DNA exploiting its positively charged protein surface [22]. The situation with the DNA-binding modules becomes even more ambiguous, if to take into account that the N-terminal tails of the two Dps proteins from *Lactococcus lactis* form alpha-helices potentially capable of binding to a large groove of DNA, but do not show any dependence on the presence of Lys residues in their structure [23].

*Mycobacterium smegmatis* genome also encodes two proteins of the Dps family [24, 25]. Of them, Dps1 is produced predominantly at stationary phase, whereas Dps2 is synthesized constitutively [26, 27]. Both these proteins participate in phase-dependent DNA packaging into toroid-like structures, but only toroids formed by Dps2 are further converted into more stable coral reef structures [28]. The mode of DNA packaging may, therefore, be different even for highly homologous proteins. In the *E*. *coli* cells highly packed Dps—DNA co-crystals were also registered at the late stationary phase. Their formation during steady growth was observed both with [29] and without [30–32] mild overproduction of Dps. However, in exponentially growing *E*. *coli* cells, no sign of crystallization has been detected, even in conditions of the plasmid-born Dps overproduction [30], or active production of endogenous Dps in response to oxidative stress [33]. Intracellular concentration of Dps is, therefore, not the only factor that is required to switch on protective heterochromatization of genomic DNA in *E*. *coli*. At the same time, the Dps orthologs from *Staphylococcus aureus* can transform nuleoid into a condensed state in both exponential and stationary phases [34]. Such a diversity of features and the lack of clear correlation between structural organization and functional properties make it challenging to understand the mechanism of Dps-DNA interaction.

The presence of functionally important [18] positively charged modules, suggests a simple electrostatic interaction between Dps and DNA without any sequence or structural specificity [1, 2, 18, 22, 30]. If so, deletion of *dps* would not have a large effect on the pattern of gene expression, and this was likely the case for the proteome of exponentially growing cell cultures [1]. However, the spectrum of proteins produced in bacteria during starvation showed dramatic and differential alterations [1]. These changes were explained by the lack of Dps-mediated global structural impact on the bacterial chromosome or by regulatory effects from transcription factors, occupying the sites occasionally bound by Dps and released in its absence. For all that, genomic SELEX revealed sequences that were preferably bound by Dps *in vitro* (data deposited in DataBase TEC https://shigen.nig.ac.jp/ecoli/tec/top/about [35]), and we detected an ability of Dps to choose one of the two competing DNA fragments for complex formation [19]. Dps, therefore, may have some sequence or structural selectivity. Some preference of Dps for the ends of linear DNA fragments and even higher affinity for the branching point of artificial 3-way junction molecules was detected by atomic force microscopy [19]. Based on these data, it was assumed that Dps tends to bind those sites in the genomic DNA, which have locally increased “concentration” of DNA providing a platform for the maximal number of N-termini. Given that N-termini are grouped in triades around ferritin-like vertices of the dodecamer, the 3-way junction anchoring the Dps particles at the branching point seemed to be an optimal target for interaction. However, bent DNA, Holliday junctions, or any other structural features, increasing the availability of DNA for N-termini may be attractive as well. Here, we checked if Dps has any structural or sequence preferences at the genome-wide scale.

ChIP-seq experiments performed for exponentially grown cells revealed 451 sites with affinity to Dps and about 1200 genomic regions remained unbound. The newly revealed targets significantly overlap with the Dps binding sites found by SELEX [35]. In comparison to the control unbound sequences, they appeared to be enriched with inverted repeats and apparently overlap with binding sites of several other proteins of the bacterial nucleoid. Biological significance of a combined or permutable interaction of several structural proteins within one and the same genomic region is discussed. We checked the possibility of Dps participation in transcription regulation, and differential changes in intracellular amount of five mRNAs, but not all, were detected in response to the *dps* gene deletion. In all cases apparently regulatory effects can be explained by relieved competition with Dps for nucleoid proteins recognizing specific sequence motifs in their targets. Thus, it became clear that Dps can “specifically” modulate transcription of at least those genes that are regulated by transcription factors binding their DNA-targets with a lower affinity than Dps.

## Materials and methods

### Bacterial strains

All experiments, except protein production described in the next paragraph, were done using *E*. *coli* K-12 MG1655 cells. The *dps*-null mutant was first made in *E*. *coli* BW25113 as described in [36] using primers dps_del_1 and dps_del_2 (S1 Table), and then the mutation was transferred to *E*. *coli* K12 MG1655 by P1 transduction as described in [37]. After removal of the kanamycin cassette with pCP20, the whole-genome sequencing (Illumina, MiSeq) was used to check the presence of required deletion and to exclude the *dps* transposition in some other place. Bacterial cells were grown aerobically in M9 medium supplemented with 0.2% glucose and 5% LB at 37°C under constant shaking (~120 rpm) in a water bath and harvested at OD ~0.6.

### Anti-Dps antibodies

The Dps protein was purified to homogeneity as described in [19]. In brief, the *E*. *coli dps* gene was amplified with primers dps_cl_1 and dps_cl_2 (S1 Table) and cloned into the plasmid pGEMΔXba [38] using the Xba I site. No tag was added to the recombinant gene. The nucleotide sequence of the insert was checked by direct sequencing. The gene was expressed in *E*. *coli* BL21(DE3) cells grown in LB Medium in the presence of ampicillin (100 μg/mL). Its transcription was induced by 0.02 mM IPTG at OD600 0.4–0.6, and biosynthesis of the protein was allowed for 12 h. Dps was purified using ion exchange chromatography on DEAE-Sephadex A-25 (GE Healthcare, Sweden) and gel-filtration on Sephadex G-200 (Pharmacia, Sweden). The protein was dialyzed against the buffer containing 50 mM Tris-HCl (pH 8.0), 50 mM NaCl, 0.1 mM EDTA and concentrated on Amicon Millipore 3kDa (Merck, USA) spin columns. The final purity of the native protein was higher than 95%. Two New Zealand rabbits were immunized subcutaneously with 100 μg of Dps emulsified in incomplete Freund’s adjuvant. Three booster injections were given using 75 μg of Dps emulsified in the same adjuvant with an interval of two weeks between injections. Animal health was daily monitored to ensure their healthy state at the end of experiment. Blood, collected from the rabbits 14 days after the last immunization, was used to prepare antisera. Antibodies were purified from the antisera by ion exchange chromatography on DEAE-Toyopearl as described in [39]. Final concentration of anti-Dps IgG determined with spectrophotometer ND-1000 (NanoDrop Technologies Inc., USA) was 3mg/ml. Antibodies were precipitated by 60% ammonium sulfate and stored at 4°C until use. All works with animals were carried out in accordance with the “Guidelines for Biomedical Research Using Animals” accepted in the Institute of Cell Biophysics 30.12.2011 and have been approved by the Animal Care and Use Committee of the Institute of Cell Biophysics of Russian Academy of Sciences. At the end of the experiment, the rabbits were euthanized with CO_2_ inhalation according to the GLP standards for euthanasia using carbon dioxide.

### ChIP-seq experiments

ChIP-seq experiments were performed in duplicate using similar growth condition and protocols for chromatin immunoprecipitation. The first experiment was done in the Centre for Genomic Regulation (CRG, Barcelona, Spain), while the second one in the Immanuel Kant Baltic Federal University (Kaliningrad, Russia). In both cases, the chromatin was cross-linked, isolated and precipitated basically as suggested in [40] with certain modifications. Bacterial cells were grown aerobically at 37°C until OD_600_~0.6, then formaldehyde was added to a final concentration of 1% and incubation was allowed for 20 minutes. Cross-linking was stopped with glycine (final concentration of 450 mM). After 5 minutes of incubation, the cells were pelleted by centrifugation at 14,000 rpm for 15 minutes (+4°C), washed twice with 5 ml of PBS and resuspended in 1.3 ml of ice-cold immunoprecipitation buffer prepared from 50 ml of buffer containing 100 mM NaCl, 50 mM Tris-HCl (pH 8.1), 5 mM EDTA, 0.2% NaN_3_, 0.5% SDS, and 25 ml of buffer containing 100 mM Tris-HCl (pH 8.6); 100 mM NaCl; 5 mM EDTA; 0.2% NaN_3_, 5% Triton-X-100. Then phenylmethylsulfonyl fluoride (final concentration of 1 mM) or 20 μl of Protease Inhibitor Cocktail (PIC, Sigma) for the first and the second experiment, respectively, were added followed by incubation for 30 min at +4°C.

To shear the chromatin, in the first experiment samples were subjected to 18 cycles of sonication on Bioruptor (Diagenode, USA). In the second experiment, 40 cycles of sonication on 150 Soniprep Plus (MSE, UK) were applied. Cell debris was removed by centrifugation (15 min at 14,000 rpm and 4°C). Supernatant was checked for shearing quality and used for further procedures. The size of the obtained DNA fragments was in the range of 150–300 bp and 300–500 bp for the first and the second experiment, respectively.

For immunoprecipitation, 800 μl of collected chromatin (~1000 μg of protein) were incubated on a rotating wheel over night at 4°C with 10 μg of either rabbit anti-Dps antibodies (experimental sample) or rabbit pre-immune IgG (negative control). Next day 30 μl of Ultra Link Protein A/G beads (Thermo Scientific, USA) were added to the samples, and incubation was allowed for a further 2 hours at 4°C on a rotating wheel. The beads were washed 3 times with 1 ml of the low-salt buffer (50 mM HEPES pH 7.5, 140 mM NaCl, 1% Triton X-100, 1xPIC) and then with 1 ml of the high-salt buffer (500 mM NaCl). Immunoprecipitated DNA-protein complexes were removed from the beads by 3 h shaking at 65°C and 1000 rpm in 110 μl of freshly prepared elution buffer, containing 100 mM NaHCO_3_ and 1% SDS. After centrifugation at 3000 rpm for 5 minutes, 100 μl of the supernatant was transferred to a new tube, and the DNA was purified with a PCR Purification Kit (Qiagen, Germany). The DNA concentration was measured on Qubit 2.0 using Qubit dsDNA HS Assay kit. A total of 8–10 identical samples were combined and concentrated to a volume of 30–50 μl containing 5–10 ng of the DNA. Before library preparation, the samples were qPCR-checked for the enrichment with the target DNA. Assuming that Dps can bind the regulatory region of its own gene, two fragments from the *dps* regulatory region amplified with primer pairs dps_F1 –dps_R1 and dps_F2 –dps_R2 (S1 Table) were used for validation.

### Library preparation

ChIP-seq libraries were prepared from 5–10 ng of the DNA samples with the NebNext Ultra DNA Library Prep Kit for Illumina (New England Biolabs, MA, USA) following the manufacturer’s instructions. For the final amplification of the library 15 PCR cycles were used. Size distribution and concentration of the amplicons was checked on the Bioanalyzer 2100 (Agilent, USA). In the first experiment, the maximum was at about 300 bp, and ChIP libraries were sequenced using 50 nt single-end read protocol on the Illumina HiSeq system (Illumina 2000, USA) of the Genomics Facility in the Centre for Genomic Regulation (Barcelona). In the second experiment, the maximum was at about 450 bp, and samples were sequenced using standard paired-end 2*150 nt protocol on the MiSeq system (Illumina, USA) in the Immanuel Kant Baltic Federal University (Kaliningrad).

### Chip-seq data evaluation

Raw data were quality checked with the FastQC software (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). The output files obtained from Illumina HiSeq contained 32,860,548 and 47,147,298 of 50 bp single-end reads in the control and immunoprecipitated samples, respectively. The output files from Illumina MiSeq contained, respectively, 10,028,552 and 11,570,890 reads, varying in the range from 35 to 150 nucleotides. All four sets were quality filtered on the Galaxy server (Filter by Quality tool, Q≥20) providing 99% probability of correct sequencing for all nucleotides in each read [41]. As a result, our sets contained 31,656,551 and 45,396,252 sequences in the control and immunoprecipitated samples of the first experiment, and, respectively, 7,493,528 and 8,214,737 reads for the second experiment. The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus [42] and are accessible through GEO Series accession number GSE102091 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE102091).

Two different approaches were used to align sequence reads to the genome of *E*. *coli* K-12 MG1655 (U00096.3). First, quality controlled reads were mapped using the CLC Genomics Workbench version 7.5.1 (CLC GW, Bio-Qiagen, Aarhus, Denmark) with either default settings for the length and similarity fractions (0.5 and 0.8, respectively) or with the most stringent criteria (1.0 and 1.0, respectively). Reads with sequences aligned to multiple genomic regions were ignored. In both cases, peak calling provided as much as several thousand of the Dps-bound areas with p-value less than e-3.

To apply the second approach variable in length reads from Illumina MiSeq were first trimmed from both sides to obtain a set of standard 50 nt sequences taken from the middle of longer reads. Reads shorter than 50 nt were discarded. Then, all four sets from both experiments were aligned to the genome using the Matcher program [43] (available at: http://www.mathcell.ru/DnaRnaTools/Matcher.zip). This software maps only 5’-ends if the reads correspond to the top strand of genomic DNA, or only 3’-ends, if they are aligned to the bottom strand. As such, the signals from fully complementary reads will match the same (left) position. Reporting the distribution of matching reads across the genome the program also evaluates reads with multiple occurrence and their positions. Only ideal correspondence to the genome was permitted. The profiles obtained for experimental and control samples were normalized by the scaling method initially offered by Affymetrix for microarray data analysis [44] and later implemented in several other approaches [45]. This method assumes unaffected protein occupancy at most genomic positions and quantifies the scaling factor on the basis of corrected mean values obtained after removal of 2% signals with highest and lowest intensities from both control and experimental sets.

After normalization, the read counts were estimated in the running windows of 25, 35 or 75 bp, and the ratios **R** between values obtained for experimental and control libraries were calculated. Peaks were localized requiring **R**≥1.5 for at least 50% positions of at least 60 bp genomic region in length (corresponds to the assumed size of the Dps binding site [18]). Genomic regions with **R**<1.0 for all positions in both experiments, spanning for at least 60 bp that did not overlap with peaks found by CLC GW with p-values < 1e-4 were collected into the set “unbound regions” (UR). Regions separated by less than 30 bp were combined if **R**-values in all intermediate positions did not exceed 1.1.

### Search for genomic units that overlap the Dps binding sites

More than a hundred sets of genomic regions with different functional loads were compared with the selected set of the Dps binding sites. These genomic units included binding sites of different proteins obtained by ChIP-chip [46–48] or ChIP-seq [49–51], *promoter islands* found computationally [43, 52], REP-elements annotated in the *E*. *coli* genome, and direct or inverted repeats identified by the Unipro UGENE software package [53].

Before analysis genomic coordinates of all data sets were translated into current version (U00096.3) of the *E*. *coli* MG1655 genome. Then, the total areas in the genome occupied by Dps and each protein of interest or a specific element were estimated. Thereafter, an expected number of overlapping base pairs in the two analyzed sets, in the case of their independent distribution, was calculated and compared with the observed intersection. All used ChIP-chip and ChIP-seq data were processed by their authors. These data, in which protein binding sites are listed with left and right borders [48–51], were directly used for positional comparison. In ChIP-chip data sets [46, 47] the lists of 60 bp microarray probes with averaged and normalized enrichment ratio were provided. Thus, the probes with at least 2-fold enrichment were selected, and 60 bp regions were assessed for overlap with genomic regions bound and unbound by Dps. An overlap with RNAP σ^70^ binding sites (aerobic growth) obtained by ChIP-seq and presented as point coordinates of peak maxima for 36 bp reads [50] was evaluated by the same way.

### Search for dominant sequence motifs

Nucleotide sequences over presented within the Dps binding sites were searched by the MEME suite programs (version 4.11.2, http://meme-suite.org/tools/meme, [54]) and DMINDA (http://csbl.bmb.uga.edu/DMINDA/annotate.php#tabs-1, [55]) as described in the text. Both software packages were run in the discriminative mode so as to discover motifs enriched in the experimental library compared to the set of sequences that are not bound by Dps.

### qRT-PCR

The total fraction of cellular RNAs was isolated from the wild type *E*. *coli* K12 MG1655 and the *dps*-null mutant cultures using TRIzol reagent (Ambion, USA) and then treated with DNAse I (New England Biolabs) following the manufacturers’ protocols. Primers used are listed in S1 Table. cDNAs were obtained in 25 μl of the reaction mixture, containing 1 or 2 μg of RNA and 80U of RevertAid reverse transcriptase (Thermo Scientific, Lithuania) according to the manufacturer’s protocol. Two microliters of this mixture were subsequently used for PCR performed in 20 μl with 4 μl of qPCRmix-HS SYBR (Evrogen, Russia). qPCR was run on DT*lite* thermal cycler (DNA Technology, Russia). The PCR program included 1 minute of initial melting at 95°C, followed by 35 cycles: 95°C for 20 s, annealing at 56°C for 20 s, and synthesis at 72°C for 25 s. The fluorescence of SYBR Green I was measured at the end of each cycle for 15 s. Samples without reverse transcriptase were used as negative controls. Two RNA products were used as a reference to estimate expression efficiency of chromosomal genes. The first one, transcribed in antisense direction to *ysaA*, was used previously [56]. The second one (*lacZ*-mRNA) was selected from the set of regions unbound by Dps (page 4 in S2 Table). The data obtained with two reference products were averaged. In qRT-PCR experiments for GFP-reporter assays (see below), mRNA of kanamycin resistance gene (*kan*) was used as a reference product. Specificity of the synthesized products in all cases was confirmed by electrophoresis in 5% polyacrylamide gel. The threshold cycles calculated by the qPCR software (DNA Technology, Russia) for the target and the reference genes in both the wild type and the *dps*-null mutant samples were used to estimate the mutation-mediated changes. Relative abundance was calculated using 2^-ΔΔ*CT*^ method. The computed values were expressed as fold ratios and averaged between 4–8 biological samples with 2, 3 or 6 technical replicates for each of them. Statistical significance of differences was assessed using the Student's t*-*test.

### GFP-reporter assays

To assess the ability of Dps to affect expression of its own gene, the *dps* regulatory region (primers dps_F1 and dps_R2) was cloned upstream of the reporter *gfp* gene in the plasmid pET28b-eGFP [57]. It was then transformed into the wild-type and the *dps*-null mutant cells. Fluorescence intensity was registered in colonies grown on LB agar supplemented with kanamycin (20 μg/ml) using a Leica microscope (2.5x objective). Plasmid with no promoters inserted upstream the *dps* gene was used as a control. Data were processed with ImageJ software [58].

## Results

### Dps binds genomic DNA in a non-random manner

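Binding of Dps in growing cells was measured by ChIP-seq, in which proteins are cross-linked to DNA, the chromatin is sheared, and the fragments recovered with an antibody are sequenced and mapped. The strain was *E. coli* K-12 MG1655, and the authors mapped reads to the build U00096.3. Its circular chromosome was taken here as a circle of 4641628 bp. This is the last base of the gene annotation and not the length of the sequence, which was not used. Cultures at 37°C reached an OD600 of 0.6 before 1% formaldehyde was applied for 20 min. Each of 2 experiments, done in different laboratories, had 1 library precipitated with anti-Dps antibodies and 1 control library precipitated with pre-immune IgG. The experiments are the only replicates, and there are 4 libraries in all. Sonication for 18 cycles left fragments of 150 to 300 bp in the first experiment, and 40 cycles on another instrument left 300 to 500 bp in the second. The paper gives 47147298 raw reads of 50 nt for the Dps sample and 32860548 for the control of the first experiment, and 11570890 and 10028552 raw reads of 35 to 150 nt for the second. Reads mapped under the stringent settings were 83.1% and 78.2% of these in the first experiment and 50.0% and 43.3% in the second. Spread evenly over the chromosome, this makes 295.6 and 193.7 mapped reads per 35 bp window in the first experiment, and 43.6 and 32.7 in the second, so a ratio between windows carries more counting error in the second. The authors called peaks in 2 ways. CLC GW version 7.5.1 scored the shape of read coverage, ignored reads with several matches, and gave each peak a p-value. Matcher mapped 50 nt reads without mismatches, the profiles were scaled on means computed after removal of the 2% most extreme signals, and a peak needed a ratio R between the Dps and control libraries of at least 1.5 in at least 50% of the positions of a stretch of at least 60 bp, read in a 35 bp window. Whether CLC GW also used the control library is not given in the sources used here. A single list per experiment and method was deposited, with the borders of each peak, the position of its maximum, and its p-value or maximal R. These p-values and R are the authors' and are used here only to describe or filter peaks within a list. With no values per library, no error can be given for a peak, and each test compares lists, not libraries. Overlap of at least 1 bp between lists was tested by an exact rotation test, in which one list was moved around the circle used here by each of its 4641628 steps. Its p is the share of steps with at least as many overlapping regions (one-sided), and the smallest p it allows is 2.15e-07. Steps of a few bp leave the peaks almost in place, and neighbouring steps give similar counts. The steps are therefore not independent placements, and how small a p can become in practice depends on the width of the peaks. Intervals given for shares are Wilson 95% intervals and cover counting error only. Positions of genes are those of the RefSeq annotation of the same sequence.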

Two data sets from the ChIP-seq experiments were obtained on HiSeq 2000 and MiSeq Illumina systems, providing sequence libraries with a substantially different sequencing depth. From the first experiment, 27,850,801 reads of the control set and 42,133,025 reads of immunoprecipitated sample were aligned to the *E*. *coli* MG1655 genome, with default settings in CLC GW. Stringent criteria gave 25,682,627 and 39,199,442 mapped reads, respectively. In the MiSeq experiment, we obtained 5,952,682 and 7,102,289 aligned reads with the default settings of CLC GW, while stringent criteria gave 4,341,979 and 5,788,335 hits, respectively. 

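The list of CLC GW peaks deposited for the first experiment holds 14308 peaks between 60 and 156 bp long, with authors' p-values of up to 0.05 and a median of 0.00068. Their mean is 0.00637, and 5139 peaks have a p-value under 0.0001. The peaks cover 1489160 bp, which is 32.1% of the chromosome.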

Depending on the settings, 14,875 or 14,309 peaks at least 60 bp in length were found in the first experiment with average p-values 5.9E-03 or 6.4E-03. If the peaks located at a 0–90 bp distance were combined (fused peaks are shaded gray in Pages 1 and 2 of S2 Table), the number of targeted areas decreased, but was still large (10,516 and 10,241 peaks, respectively). 

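Joining the listed peaks of the first experiment wherever at most 90 bp lay between neighbours left 10241 regions. Before joining, 181 neighbouring peaks overlapped each other.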

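For the second experiment 5054 CLC GW peaks between 79 and 388 bp long were listed before joining, and 1346 of them have a p-value under 0.0001. The median of the authors' p-values is 0.00213 and their mean is 0.00922. These peaks cover 1080280 bp, or 23.3% of the chromosome.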

The second experiment gave, respectively, 5,350 and 4,772 combined peaks (Pages 3 and 4 of S2 Table) with average p-values 7.5E-03 and 9.2E-03. About 85% of the peaks detected in the second experiment (both settings) overlap those from the first experiment (the overlapping regions are marked bold in S2 Table). 

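Of the 5054 listed CLC GW peaks of the second experiment, 4213 (83.4%, interval 82.3% to 84.4%) overlapped a peak of the first experiment by at least 1 bp. Rotated lists gave a mean of 3766 overlapping peaks (74.5%), and 95% of the rotations lay between 3606 and 3925, so that the observed number was 1.12 times the mean (exact rotation test, one-sided p = 1.29e-06). The setting that moved this ratio most kept peaks with p-values under 0.0001 in both lists, where 750 of 1346 peaks overlapped against 441.2 in rotated lists, a ratio of 1.70, but against 581.5 and with a ratio of 1.29 when shifted by 1 to 50 kb. Such shifts keep the regional density of peaks. With all peaks they raised the mean to 3898, and no shift reached the observed number (p = 1.02e-05, the smallest that 98003 such shifts allow in the exact test).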

Given that the experiments were done in different laboratories and the samples were sequenced on different platforms, this similarity can be considered good, providing a chance to detect the core set of preferred Dps binding sites in the genome.

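In the other direction, 5579 of the 14308 CLC GW peaks of the first experiment (39.0%) overlapped a peak of the second, against 4884 in rotated lists (exact rotation test, one-sided p = 8.19e-06). From the share of shared peaks, and given the different laboratories and sequencing platforms, the paper reasons that the similarity is good and gives a chance to detect a core set of preferred sites.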

To validate them, we analyzed the bar chart representing the genome-wide profile of Dps targets detected in a SELEX experiments *in vitro* (TEC DataBase (https://shigen.nig.ac.jp/ecoli/tec/top/, [35]). From these data 371 peaks were localized with 100 bp accuracy, of which 326 overlapped with the peaks revealed in one or both our experiments. Thus, the data obtained *in vivo* (S2 Table) and *in vitro* (https://shigen.nig.ac.jp/ecoli/tec/top/) assume the presence of preferred targets for Dps in the genome of *E*. *coli*.

Nevertheless, before a detailed analysis of the received output data, at least two issues should be addressed. First, based on the automatic peak calling, an average size of the sites occupied by Dps in the two experiments appeared to be different: 102–104 bp and 214–220 bp (S2 Table). This discrepancy could reflect some functional features that were differentially realized in the two experiments or arise due to different length of sequence reads that have been mapped and subjected to peak calling (standard 50 nt in the first experiment and 35–150 nt in the second). 

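Peaks of the first experiment in the deposited CLC GW lists were 104.1 bp long on average with a median of 104 bp, and those of the second were 213.8 bp long with a median of 202 bp. In classes of 20 bp, the most frequent length was 100 to 119 bp in the first experiment (5354 peaks, 37.4%). In the second it was 179 to 198 bp (665 peaks, 13.2%), and lengths were spread more widely.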

For that reason, the next screen was made for 50 nt sequences only. In the case of the second experiment they were taken from the centre of longer reads.

Second, both large-scale distributions of revealed Dps-binding sites show a similar bias towards the first half of replicores (Fig 1A). This bias may indicate specific enrichment of this region with the preferred Dps targets or, otherwise, reflect the natural difference in the DNA copy number that is higher near the origin of replication (Figs 2B and S1 central circles, [59]). 

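With each peak placed by its centre, successive stretches of 25% of the chromosome, counted from position 1, held 25.7%, 20.8%, 25.7% and 27.9% of the CLC GW peaks in the first experiment, and 22.6%, 9.91%, 27.8% and 39.7% in the second. The last 25%, from 3481222 to 4641628, therefore held a larger share in the second experiment (odds ratio 1.70, Fisher's exact test on the peaks, two-sided p = 3.40e-53). Neighbouring peaks are not independent and each experiment is a single pair of libraries, so this p describes the lists and not the conditions. Going away from *oriC* in steps of 580204 bp, the numbers in the first experiment fell from 2066 through 1820 and 1749 to 1514 on the left arm and from 1971 through 1914 and 1839 to 1435 on the right arm. In the second experiment they fell from 1015 through 820 and 436 to 225 on the left arm and from 1003 through 817 and 463 to 275 on the right arm. The mean direction of the peaks on the circle lay 61487 bp from *oriC* in the first experiment and 16763 bp from it in the second. Among peaks with p-values under 0.0001, the last 25% of the chromosome held 36.2% in the first and 59.1% in the second experiment.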

CLC GW relies on the peak shape scores, which are calculated for the complete genome and identifies peaks as genomic regions where these scores are greater than a given threshold. To compensate the copy-number mediated bias, the peak calling in the next screen has been done using the **R** parameter estimated as a fold ratio between the normalized number of sequence reads registered in the immunoprecipitated and control sequence libraries.

**Fig 1:**
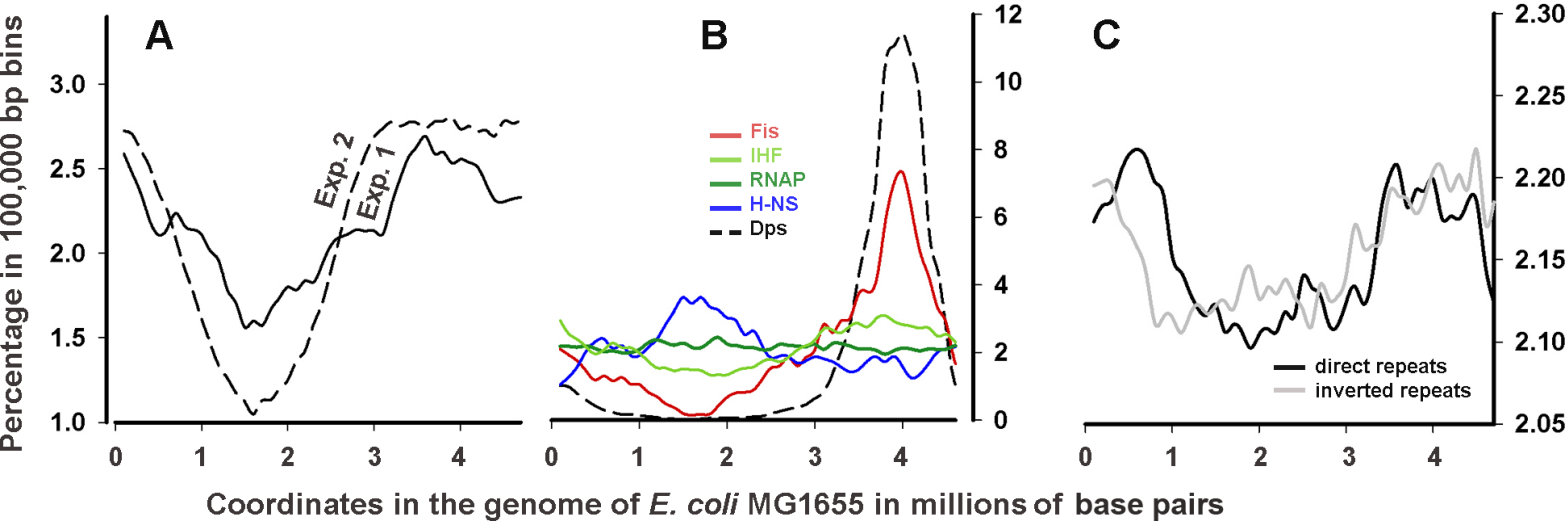
Large-scale profiles of the Dps targets correlate with the landscape of direct and inverted repeats and the pattern of Fis binding sites. **A:** Distribution of the Dps contact regions along the *E*. *coli* MG1655 genome identified by CLC GW in two experiments (the default settings). The areas covered by Dps are combined in 100,000 bp bins and plotted as percentage to the total length of all sites occupied by Dps. **B**: The same for the contact sites of Fis [49], IHF [51], H-NS [49] and RNAP [50] from the cells grown in conditions similar to those used in our experiments. The plot for Dps shows the distribution of the sites from the combined set (**CS**) (Page 3, S3 Table). **C:** The same for direct (5–24 bp separated by 1–15 bp) and inverted (5–18 bp separated by 3–20 bp) repeats collected from the genome of *E*. *coli* MG1655 using Unipro UGENE [53].

**Fig 2:**
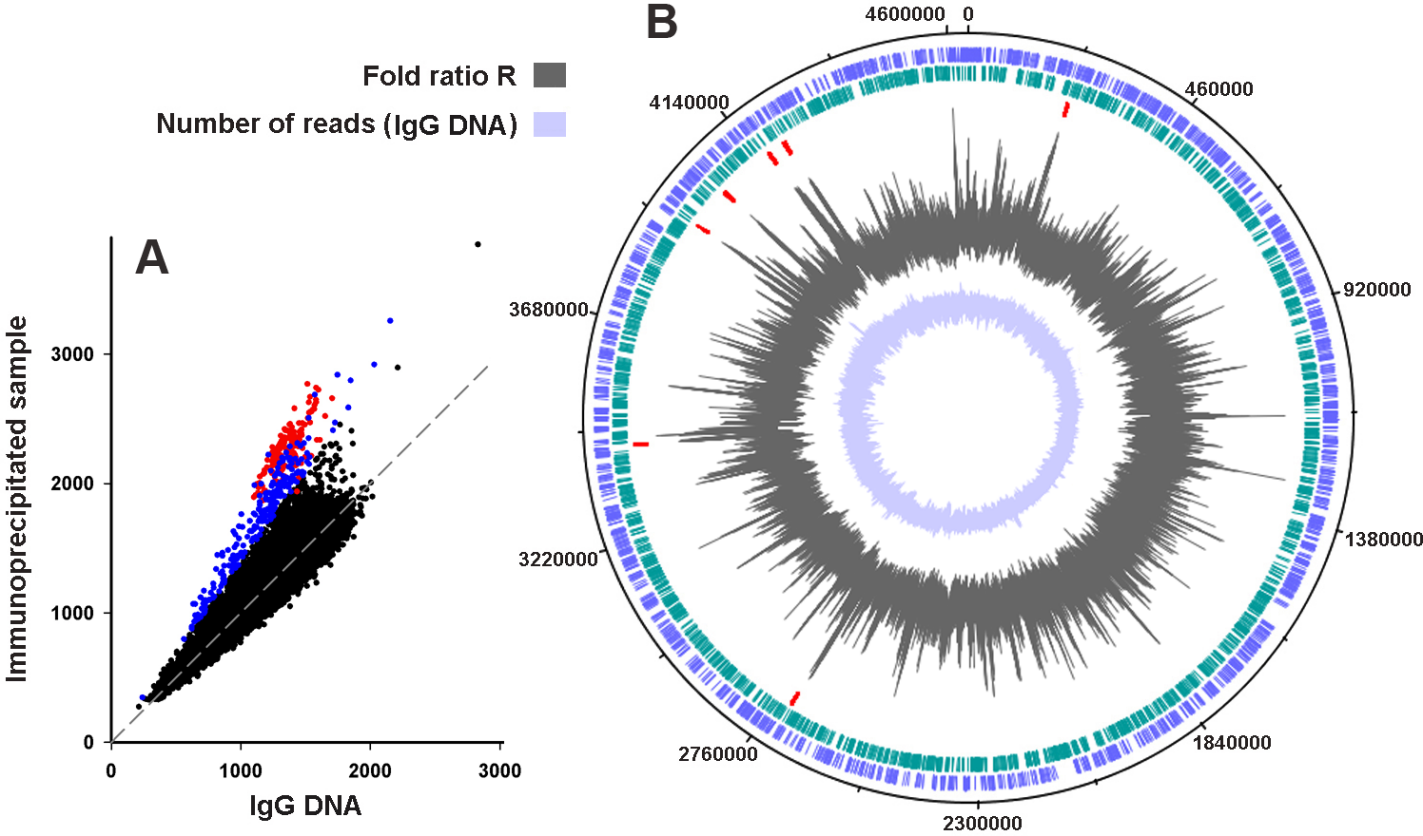
Dps binds genomic DNA in a non-random manner. **A:** Correlation between the number of reads from immunoprecipitated and control sequence libraries calculated for 100 bp bins (first experiment). All points, corresponding to rRNAs operons are marked in red. All other points with **R**-values higher than 1.4 are plotted in blue. Dashed line shows the bisectrix of the plot. **B:** Distribution of the Dps-binding sites in the genome. Two outer circles represent the gene map of the top and the bottom strands of the *E*. *coli* MG1655 genome. The red ticks on the third circle mark positions of rRNA operons. The profile of **R**-values and the distribution of reads registered in the control library calculated for a 35 bp running window are plotted on the fourth and fifth circles, respectively.

The reads from both experiments were aligned to the genome using Matcher program [43] and analyzed as described in Materials and Methods. Correlation plots for control and immunoprecipitated samples are shown in Figs 2A and S1A. They demonstrate a high quality of normalization for both experiments and also indicate the presence of outliers. Many windows with **R**-ratio ≥ 1.4, found in the first experiment (blue dots in Fig 2A) were also found among outliers of the second experiment (blue symbols in S1A Fig), but the preferential interaction with ribosomal operons was detected only in the first one (red dots in Figs 2A and S1A). Thus, providing a chance to identify a common set of regions bound by Dps in both experiments, the data also revealed certain rearrangements in their profiles, which were caused by some untraceable differences in growth conditions.

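The 7 rRNA operons together take up 35763 bp. In the first experiment Matcher peaks covered 100% of this length, with a single peak over each operon, and in the second experiment no Matcher peak touched any of them, leaving 0% covered. The maximal R of these peaks ran from 1.94, over *rrnB* (4166659 to 4171756) and *rrnE* (4208147 to 4213159), to 2.37. The peak with 2.37 extends from 2723980 to 2731157 and spans *rrnG* (2726069 to 2731157), but its maximum lies at 2724933, outside the operon, while the maxima of the other peaks lie inside theirs. Kept to peaks with a maximal R of at least 2, that one included, the share covered in the first experiment was 71.7%. CLC GW peaks, made without reads of several matches, covered 9.64% of the operons in the first and 15.2% in the second experiment. The copies are nearly identical and share reads in the Matcher profiles, so the operons are not independent measurements.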

Peak calling was made using the **R**-ratio of read counts found in 25, 35 or 75 bp running windows in the libraries of immunoprecipitated and control samples aligned to the genome. Two shorter windows gave contact sites better corresponding to each other and to the peaks found by CLC GW (see Figs 2B and S1B for 35 and 25 bp running windows, respectively). Of them 35 bp window also decreased the number of “empty” areas. It was, therefore, used to obtain Dps binding sites for further analysis.

Only 193 binding sites for Dps were found in the first library (Page 1, S3 Table), including seven very long regions (over 5,000 bp) with genes of ribosomal RNAs (red outliers in Fig 2A) and many tRNAs genes (Page 1, S3 Table). These genomic regions were poorly presented or absent in the set obtained by CLC GW, since reads with multiple matching to the genome were ignored. Yet, 178 out of 193 (92%) sites, found by the Matcher-based approach, at least partially overlap with peaks collected by CLC GW (indicated in bold in Page 1, S3 Table). 

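Peaks in the deposited list of the first experiment were between 109 and 7178 bp long and had a total length of 93866 bp, or 2.02% of the chromosome. Exactly 7 of them were longer than 5000 bp, from 5058 to 7178 bp, and each of these 7 overlapped an rRNA operon. The remaining 186 peaks made up 54290 bp.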

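In the deposited lists, 177 of the 193 Matcher peaks (91.7%, interval 87.0% to 94.8%) overlapped a CLC GW peak of the same experiment, against 145.4 (75.3%) in rotated lists (exact rotation test, one-sided p = 3.02e-06). With CLC GW peaks of p-value under 0.0001 alone, 156 overlapped against 69.0 in rotated lists. Of the 41 peaks with a maximal R of at least 2, which include long ones, 38 overlapped against 35.7 in rotated lists, and this difference was within chance (p = 0.204 in the same exact test).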

Approximately 50-fold difference in the number of peaks revealed by the two approaches (Pages 1–2, S2 Table and Page 1, S3 Table) was not too surprising. Searching for peaks exceeding threshold for a given number of sequence reads, CLC GW can find more regions with high shape scores than Matcher does requiring higher than given cut off level fold-ratio between control and experimental samples. The values of R-ratio in the selected peaks of the first experiment varied from 1.52 to 2.56, thus the scale of fold changes was rather narrow and roughly similar across the genome (Fig 2B). 

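The median of the maximal R in this list was 1.79, and 41 peaks (21.2%) had a value of at least 2. The highest value, 2.56, belonged to a peak from 1299309 to 1299550 that overlaps no annotated gene. Next came a peak from 1151497 to 1152134 over *acpP* and *fabF* (2.52), and one from 3441549 to 3444426 that runs from *rpsD* to *rplO* (2.44). A peak from 2033758 to 2033960, outside annotated genes, had 2.42, and the peak from 2723980 to 2731157, which spans *rrnG*, had 2.37. Each of these 5 overlapped a CLC GW peak of the first experiment.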

Dps targets found by the Matcher-based approach appeared to be longer than those found by CLC GW (average size even without rRNA operons equals to 292 bp). Though, the size distribution histogram has a maximum in the range of 110–130 bp (S2B Fig) that nicely corresponds to the values detected by the CLC GW-mediated screening (100–110 bp, S2A Fig).

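Outside the rRNA operons the Matcher peaks of the first experiment had a mean length of 291.9 bp and a median of 175.5 bp. Over all 193 peaks the most frequent class of 20 bp was 109 to 128 bp with 47 peaks (24.4%), followed by 29 peaks of 129 to 148 bp and 14 in the next class. The shortest peak listed has 109 bp, so the most frequent class is also the shortest one.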

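The Matcher list of the second experiment covers 320719 bp, or 6.91% of the chromosome, in peaks of 109 to 1274 bp.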

In the second experiment, Matcher revealed 1647 Dps binding sites (Page 2, S2 Table, S1B Fig). This is only three times fewer than in the case of the CLC GW screening, mainly because of lower coverage and, correspondingly, a lower background as compared to the first experiment. 

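In the Matcher list of the second experiment the median of the maximal R was 2.28, and 1368 peaks (83.1%) had a value of at least 2. The highest R was found from 1560722 to 1560836 within *ddpB*. The second, 7.22, was found from 3782839 to 3782999 in *gpsA*. Then came 6.12 from 156945 to 157090, outside annotated genes, 5.62 from 1068441 to 1068559 in *rutG*, and 5.46 from 3633261 to 3633412 in *yhiL*. None of these 5 peaks overlapped a CLC GW peak of the second experiment. Because the counts behind R are not in the list, the counting error of these values is unknown.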

The range of the R-value variations in the peak maxima in this case was slightly wider: from 1.67 to 9.63, but still narrower, than it is typical for the binding sites of transcription factors (see, for instance ref. [47] and [50] for FNR). 

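By the deposited lists, 1155 of the 1647 Matcher peaks of the second experiment (70.1%, interval 67.9% to 72.3%) overlapped a CLC GW peak of the second experiment by at least 1 bp. Lists rotated by any distance gave a mean of 688.2 (41.8%), and 95% of them lay between 376 and 1012 (exact rotation test, one-sided p = 1.92e-05). Both lists are dense in the same part of the chromosome, and shifts of 1 to 50 kb alone gave a mean of 1004 (60.9%), still below the observed number (p = 1.02e-05, the smallest this exact test allows). With at least 50% of the peak shared, 640 peaks overlapped against 611.9 under such shifts (p = 0.0703, exact).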

Again, a large part of sites, found by the Matcher-based mapping (83%), at least partly overlapped with the peaks collected by CLC GW (indicated in bold in Page 2, S3 Table). An average length of the Dps binding sites estimated on the basis of the second screen (195 bp, Page 2 in S3 Table) was approximately the same as assessed previously (214–220 bp, Pages 3 and 4 in S2 Table). However, the peak maxima in the size distribution histogram that was in the range of 160–190 bp (S1A Fig), shifted to 110–130 bp, coinciding with the first experiment (S1B Fig). 

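The Matcher peaks of the second experiment had a mean length of 194.7 bp and a median of 159 bp. Their most frequent class was 109 to 128 bp with 395 peaks (24.0%), and the numbers fell to 301 and 208 in the next classes of 20 bp. As in the first experiment, the most frequent class starts at the shortest length listed.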

As such, eleven-thirteen DNA helix turns can be suggested as a tentative estimate for the size of the site occupied by Dps *in vivo*, although it is twice as long as the estimate made *in vitro* on the basis of titration assays [18].

The set of the Dps targets detected in both experiments contains 451 genomic regions (Page 3, S3 Table). It was composed on the basis of 1647 peaks found in the second experiment (Page 2, S3 Table), from which the sites that were unbound in the first experiment were removed. 

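Each of the 451 regions of the combined set has the borders, the maximum and the R of a Matcher peak of the second experiment. Of them, 439 (97.3%) overlapped a CLC GW peak of the first experiment, 68.5% one with a p-value under 0.0001, 40 (8.87%) a Matcher peak of the first experiment, and 447 (99.1%) a peak of either kind. Among the 1196 peaks left out, 668 (55.9%) overlapped a CLC GW peak of the first experiment, 220 (18.4%) one with a p-value under 0.0001, and none a Matcher peak. The median of the maximal R was 2.33 in the combined set and 2.26 among the peaks left out, and the median lengths were 191 and 153 bp. Taken as whole lists, 40 of the 1647 Matcher peaks of the second experiment (2.43%, interval 1.79% to 3.29%) overlapped a Matcher peak of the first, against 44.7 in rotated lists, of which 95% lay between 25 and 70 (exact rotation test, one-sided p = 0.597). Shifts of 1 to 50 kb gave a mean of 63.0, and 95% of them lay between 47 and 77, so that the observed number was below that range. With the regions over rRNA operons left out, the ratio to rotated lists changed direction, with 39 peaks against 30.2 (p = 0.126, exact), and against 33.3 under shifts of 1 to 50 kb (95% of them between 23 and 43). CLC GW peaks of the first experiment were overlapped by 1107 of the 1647 (67.2%), against 1171 in rotated lists (p = 0.789, exact). Shifts of 1 to 50 kb gave a mean of 1242, with 95% between 1209 and 1274, and the observed number was again below the range. Against lists rotated by any distance, the direction changed when CLC GW peaks with p-values under 0.0001 were used, with 529 against 486.9 (p = 0.421, exact). Against shifts of 1 to 50 kb it did not, with 529 below the range of 602 to 675.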

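Successive stretches of 25% of the chromosome held 42, 9, 84 and 316 of the 451 regions of the combined set, so that 70.1% (interval 65.7% to 74.1%) lay in the last one. Among the Matcher peaks of the second experiment that were not kept in the set, the last stretch held 60.5% (odds ratio 1.53, Fisher's exact test on the peaks, two-sided p = 3.77e-04). Counted in base pairs rather than regions, it held 77.9% of the combined set. The complete Matcher list of the second experiment had 186, 107, 314 and 1040 peaks in the stretches, which puts 63.1% in the last one. The list of the first experiment had 37, 55, 51 and 50, with 25.9% (interval 20.2% to 32.5%) in the last one, a share that counting error does not separate from an even spread. In base pairs, however, the last stretch held 36.3% of the first list and the second stretch 14.8%. The lists of the second and the first experiment differed in this share (odds ratio 4.90, Fisher's exact test on the peaks, two-sided p = 4.54e-23). Fisher's test counts neighbouring peaks as independent, which they are not, so its p-values here describe the lists only. The regions of the combined set were taken from the list of the second experiment.

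**Figure D1:**
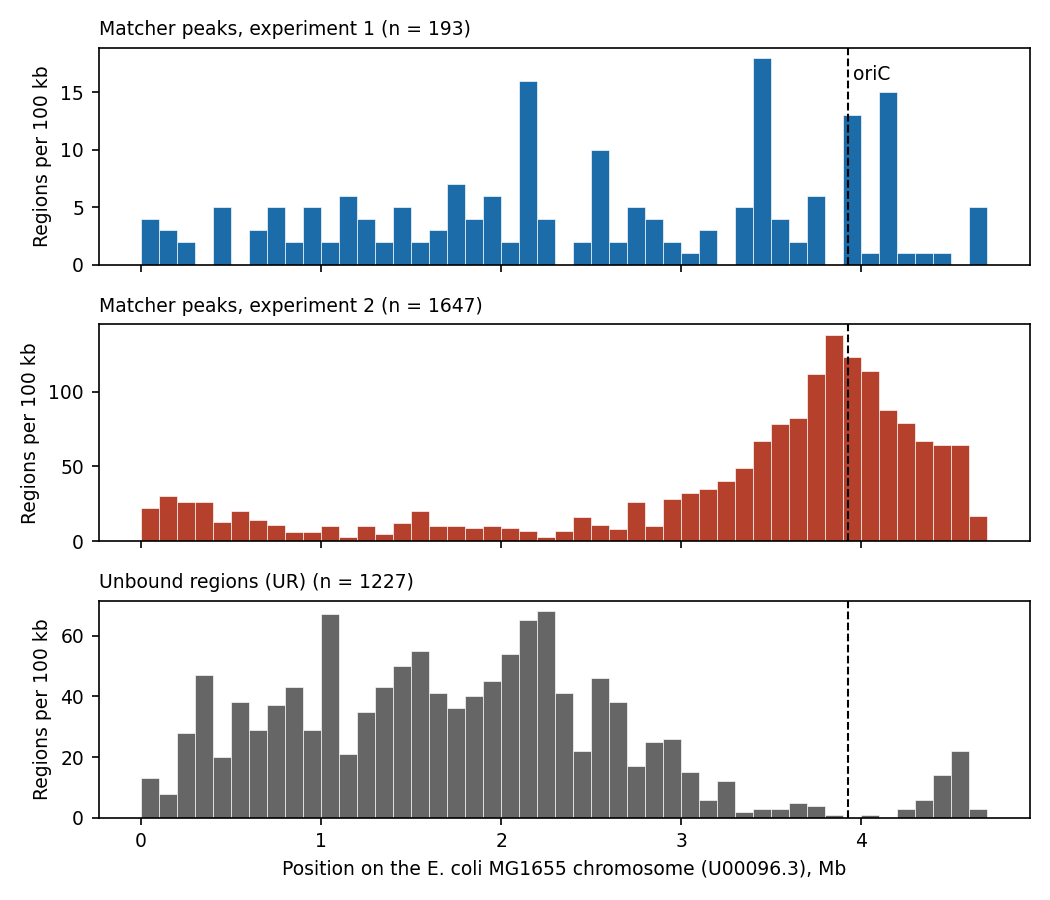
Number of Matcher peaks of the first experiment, Matcher peaks of the second experiment, and unbound regions in bins of 100 kb along the chromosome. The dashed line marks *oriC*, and the last bin is shorter than the others. Peaks of the second experiment are densest around the line, up to 138 per bin, and unbound regions are rarest there.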

Although the bias conditioned by an increased DNA copy number near the replication origin was, at least partially, compensated by the **R**-ratio, the binding sites detected in both experiments were mainly found in the last quarter of the genome (Fig 1B, dashed line). The most stable pattern of interaction is, therefore, located in this region. These genomic regions are further referred as CS (combined set). They were compared with 1227 genomic loci unbound by Dps in both ChIP-seq experiments and SELEX screening (Page 3, S3 Table), hereinafter referred as UR.

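Unbound regions in the deposited list are between 60 and 409 bp long with a median of 74 bp, against 191 bp in the combined set, and together take up 103002 bp. None overlapped a Matcher peak of either experiment. CLC GW peaks of the first experiment were overlapped by 518 of the 1227 (42.2%), and 67 of the 1227 (5.46%) overlapped one with a p-value under 0.0001. Only the lists made under the stringent settings were used here. In the second experiment 157 (12.8%) overlapped a CLC GW peak and none one with a p-value under 0.0001. Successive stretches of 25% of the chromosome held 375, 542, 248 and 62 unbound regions, with 5.05% in the last.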

### Dps-binding sites are enriched with inverted repeats

Using electrophoretic mobility shift assays we recently found that *in vitro* Dps effectively binds artificial DNA molecules with a 3-way junction, and the direct contact with these polynucleotides was observed in their branching point [19]. Thus, we assumed that stronger binding may take place at the DNA loci that provide a platform for the simultaneous interaction with several N-tails of the Dps particle due to locally increased DNA concentration. If so, it might be expected that the Dps binding sites are enriched with inverted and/or direct repeats that can form helix-loop structures in the negatively supercoiled DNA due to alternative interactions with neighboring complementary sequences on the same or opposite strand.

Genomic distribution of 5–24 bp-long direct repeats separated by 0–20 bp, and 5–18 bp inverted repeats separated by 3–20 bp was obtained with the integrated Unipro UGENE toolkit (http://ugene.net/) [53, 60]. To estimate the difference between the expected and the observed overlap of these ubiquitous genomic elements with the Dps binding sites, each pair of repeats was considered as a holistic unit, and the total intersection of each type of repeats with the combined set of Dps targets (Page 3, S3 Table) was evaluated with a 1 bp resolution.

The number of overlapping nucleotides was then compared with the value expected by chance and the ratio between these two numbers (**K**_**ij**_) was used as a measure of deviation from the expected co-occurrences for pairs of different lengths (**i**) and spacers (**j**). For instance, the bacterial genome contains 2993 inverted pentanucleotides separated by 3 bp. Their total length in the genome is 38909 bp (0.838%), assuming 916 bp overlap with 109330 bp of CS. In reality we found 1134 common base pairs, which gave 1.24-fold excess over expected ratio (**K**_**i-5,j-3**_ = 1) and one (i = 5, j = 3) of nine values (i = 5, j = 3–11) to the first box-plot in Fig 3. Using this approach, we estimated **K**_**ij**_ values for all pairs of repeats, but only those that were 5–7 bp long gave statistically reliable values (Fig 3) without zero occurrences in both sets.

**Fig 3:**
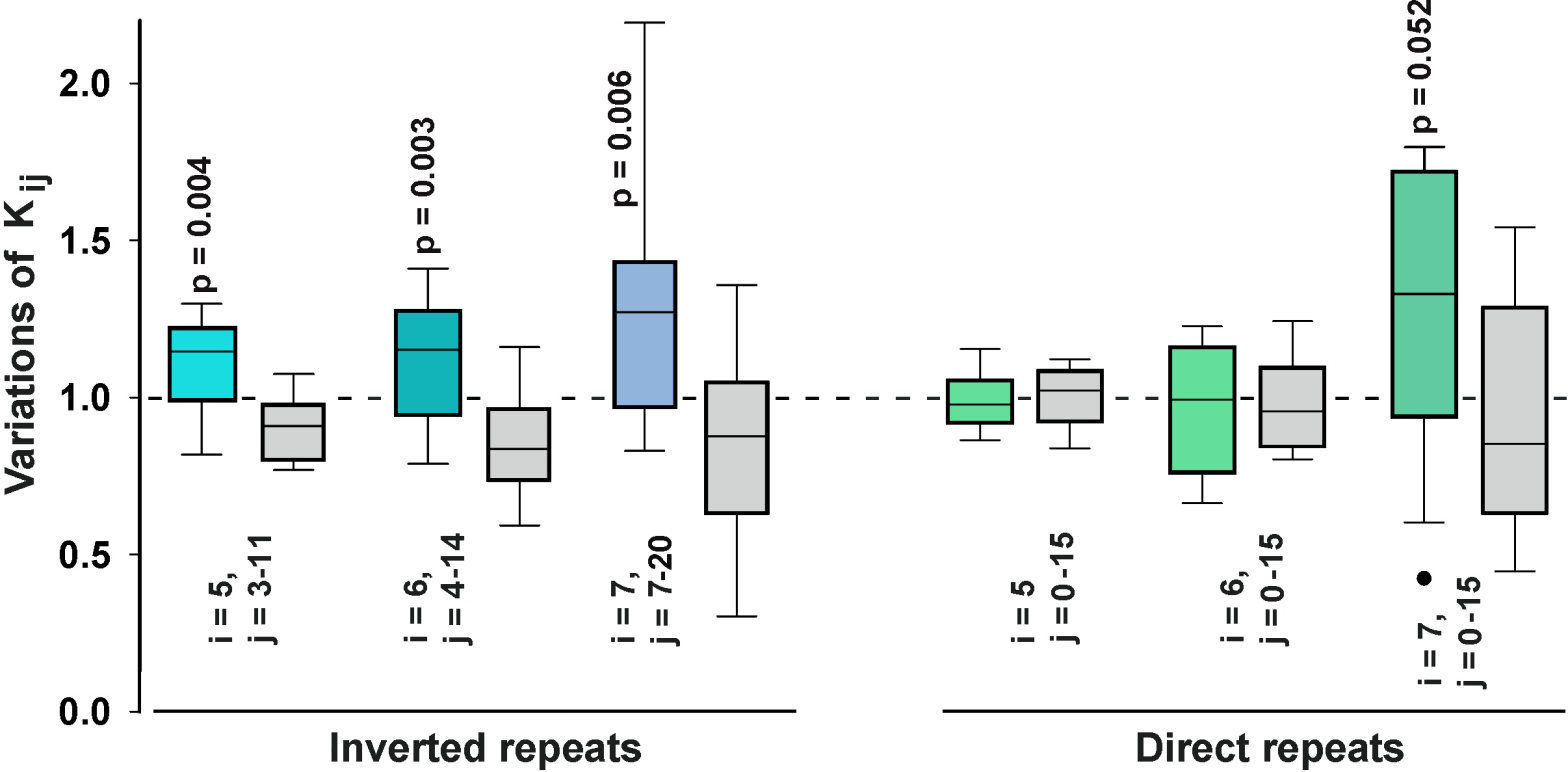
Dps-binding sites are enriched with inverted repeats. The overlap between sequences of CS (colored box-plots) and UR (gray boxes) with direct or inverted repeats was characterized by the parameter **K**_**ij**_ as described in the text. Black dot on the right panel shows one outlier. Box-plots with statistically significant differences are provided with corresponding p-values. Regions of bound and unbound sets overlapping with repeated sequences of both types are indicated in S3 Table.

We found that pairs of inverted repeats tend to be overrepresented at the Dps binding sites and underrepresented in the set of unbound regions. The statistical significance of the difference was maximal in the ranges of distances (**j**) shown in Fig 3. Thus, we conclude that Dps-binding sites are enriched with inverted repeats, which may facilitate or stabilize the Dps-DNA interaction. 

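S3 Table marks, by the paper's own search, which regions hold repeats of each length, and these marks were counted here over all 451 bound and 1227 unbound regions. Inverted repeats of 5 bp were marked in 347 bound regions (76.9%) and 513 unbound ones (41.8%), an odds ratio of 4.64 (Fisher's exact test, two-sided p = 1.06e-38). For 6 bp the numbers were 180 (39.9%) and 195 (15.9%), an odds ratio of 3.52 (p = 7.87e-24, same exact test), and for 7 bp 103 (22.8%) and 91 (7.42%), an odds ratio of 3.69 (p = 1.36e-16, same exact test). A region is marked more readily the longer it is, and bound regions are longer. With log length as a covariate in a logistic regression, the odds ratio was 1.60 for 5 bp (95% interval 1.10 to 2.33), and the difference was no longer past the threshold for 6 bp (1.14, interval 0.773 to 1.67) and 7 bp (1.45, interval 0.902 to 2.34). From the excess of shared base pairs in bound regions and its lack in unbound ones (Fig 3), the paper concludes that Dps-binding sites are enriched with inverted repeats, and proposes that these facilitate or stabilize the interaction.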

The situation with direct repeats, which large-scale distribution in the genome follows the profile of inverted repeats (Fig 1C), is less clear. The numbers of penta- and hexanucleotides in CS and UR vary in approximately the same range, and **K**_**ij**_ are close to the expected values (Fig 3). The number of heptanucleotides within Dps binding sites tends to be higher than in UR, but the difference is statistically insignificant (p = 0.056).

### Dps has high affinity to REP-elements and *promoter islands*

The *E*. *coli* genome has two types of structure-specific elements with repeated sequences. They include interspersed across the genome REP-elements (**R**epetitive **E**xtragenic **P**alindromic sequences) [61] and *promoter islands* [62]. REP-elements are 25–35 bp in length and usually occur in multiple copies at one genomic location [61]. Nearby copies are always in inverted orientations potentiating their folding in complex secondary structures with some participation of short palindromes present in a single copy. We analyzed the overlap of CS and UR with all 355 REP-sequences annotated in the genome of *E*. *coli* [63], and found a 1.65-fold excess in the CS intersection level with 302 REP-elements containing 1–3 copies of the repeating sequences (Fig 4A). Their occurrence in the UR set, on the contrary, was significantly below normal (Fig 4B). Short REP-elements can thus be considered as suitable targets for interaction with Dps.

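By the marks in S3 Table, 16 of 451 bound regions (3.55%, interval 2.20% to 5.68%) and 5 of 1227 unbound regions (0.407%) contain REP-elements. The odds ratio was 8.99 (Fisher's exact test, two-sided p = 3.02e-06), and 13.8 with log length as a covariate in a logistic regression (95% interval 3.38 to 56.2). These comparisons count regions, not base pairs. They also do not account for the larger share of unbound regions that lies inside coding sequences, while REP-elements are extragenic.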

**Fig 4:**
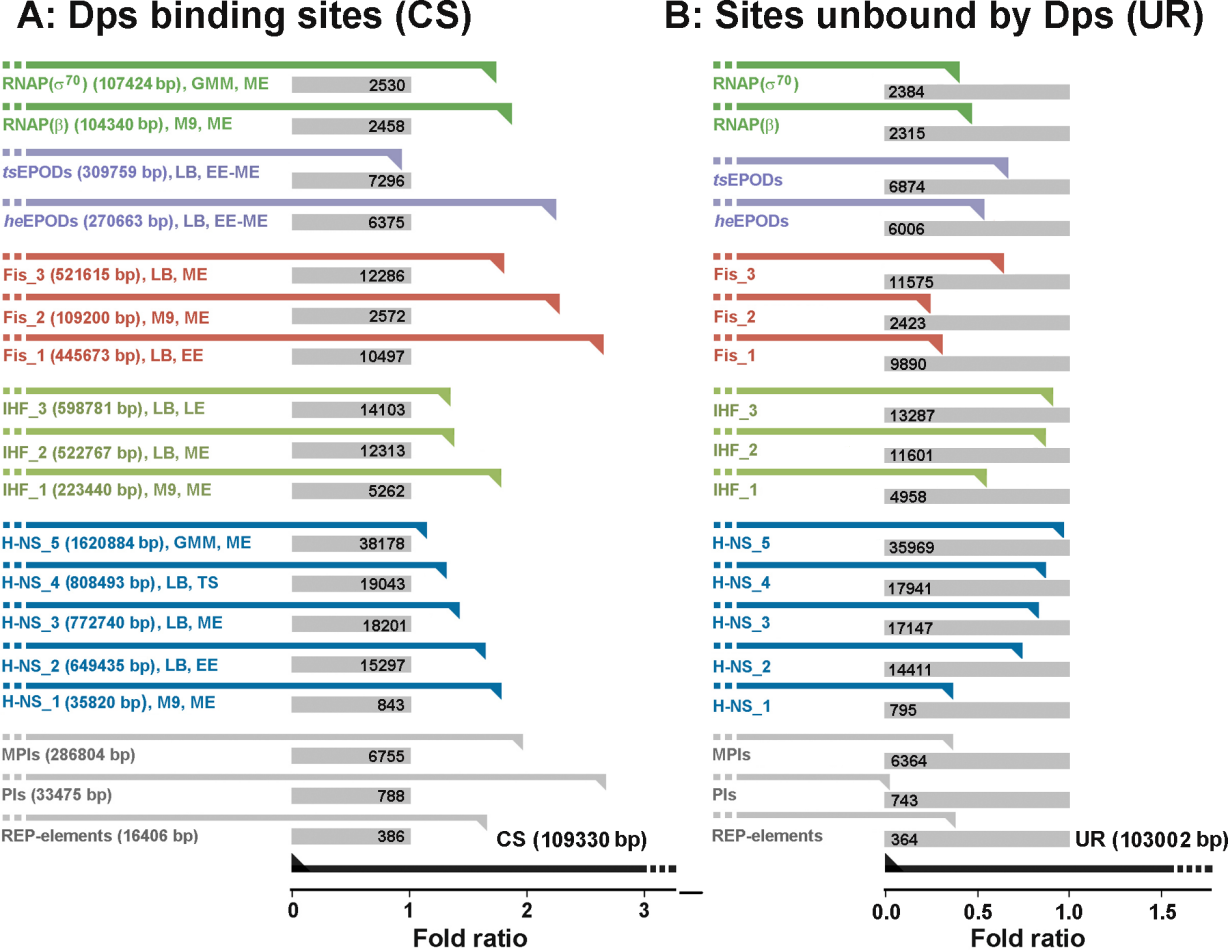
Dps shares its binding sites with other proteins of bacterial nucleoid and has affinity to REP-elements and *promoter islands*. Intersection of Dps targets (**A**) and sites unbound by Dps (**B**) with structural and functional elements of bacterial genome was estimated as described above for repeated sequences and plotted as fold ratio to the expected values. Bent black arrows on the bottom schematically show areas occupied by CS or UR. Gray rectangles and numerals inside indicate the expected number of common base pairs if compared modules are independently distributed along the genome. Gray and colored bent arrows show registered overlap calculated in 1 bp resolution. Numerals in parenthesis indicate the size of compared sets. Genomic locations of REP elements were taken from KEGG DataBase (http://www.genome.jp/kegg/, [63]), and fold ratios obtained for 302 REP-sequences containing 1–3 REP-modules (14–100 bp) were plotted. Analyzed ChIP-chip and ChIP-seq data sets were obtained from [46–51] for cells grown in LB medium (LB), M9 medium with fructose (M9) or MOPS minimal medium with glucose (GMM), harvested at early (EE), middle (ME) or late (LE) exponential phase or upon transition to the steady growth (TS).

*Promoter islands* have a high density of closely located or even overlapping promoters in both orientations [43, 52] creating repeats of both type. Two sets of *islands* were used for comparison. The first one, PIs, contained 78 promoter-rich regions initially found by σ^70^-specific promoter finder PlatProm [52]. Another one was composed of 434 *mixed promoter islands* (MPIs) found by the unified version of PlatProm searching for promoter-like signals on the basis of structural information, which is similar for promoters of different σ-factors [43]. Both sets of *promoter islands* significantly overlapped with the sites occupied by Dps (Fig 4A), while their presence in the UR set was much lower than expected by chance (Fig 4B). Dps, therefore, has enhanced affinity for *promoter islands*.

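Promoter islands of the first set were marked in S3 Table for 10 bound regions (2.22%) and 1 unbound region (0.0815%), an odds ratio of 27.8 (Fisher's exact test, two-sided, adjusted p = 1.96e-05). Mixed promoter islands were marked for 57 bound (12.6%) and 37 unbound regions (3.02%), an odds ratio of 4.65 (adjusted p = 2.63e-12, same exact test). The Benjamini-Hochberg adjustment covers the 9 marks for islands, proteins and protein occupancy domains that were compared between the sets. With log length as a covariate in a logistic regression the differences were no longer past the threshold, with odds ratios of 6.90 (95% interval 0.625 to 76.1) and 1.83 (0.957 to 3.49).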

### Dps shares binding sites with structural proteins of bacterial nucleoid

The interest to *promoter islands* was stipulated by their specific structure and association with horizontally acquired genes [43, 64]. Such genes are usually subjected to silencing by H-NS [65, 66] that occupies up to 90% of PIs during exponential growth [64]. As estimated above, about 13% of the *islands* were in contact with Dps (Page 3, S3 Table), allowing a potentiality for simultaneous interaction with these two proteins. 

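H-NS was marked for 94.7% of the bound regions that overlap a promoter island, and for 127 of the 394 other bound regions (32.2%), an odds ratio of 37.8 (Fisher's exact test, two-sided p = 1.47e-20). The bound regions with an island had a mean length of 316.7 bp.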

Of 57 Dps binding sites, overlapping with *promoter islands*, 54 can also bind H-NS (Page 3, S3 Table). In CS, there are 181 Dps-bound sequences targeted by H-NS (Page 3, S3 Table). Maximal excess (1.76-fold) was obtained for cells grown in M9 media and harvested at exponential phase (Fig 4A, [46]), but the overlap of Dps and H-NS binding sites is likely to decrease upon transition to a steady growth (Fig 4A). The intersection of CS with IHF was approximately the same (Fig 4A). It was found for 177 Dps targets, of which 91 can also interact with H-NS (Page 3, S3 Table). The maximal overlap of CS was detected for Fis binding sites (1.8–2.6 fold excess over expected value). That was anticipated, as Fis and Dps are the most abundant nucleoid proteins in bacterial cell during exponential and steady growth, respectively, and Fis inhibits nucleoid condensation at logarithmic phase [33]. More than a half (230) of the Dps binding sites overlapped with Fis contact regions, and there were 62 genomic regions with an average length of 352 bp occupied by all four proteins considered here. Dps, therefore, shares its binding sites with at least three other structural proteins of the bacterial nucleoid.

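Fis was marked for 230 of 451 bound regions (51.0%, interval 46.4% to 55.6%) and 139 of 1227 unbound regions (11.3%), an odds ratio of 8.15 (Fisher's exact test, two-sided, adjusted p = 3.81e-61). IHF was marked for 177 bound (39.2%) and 221 unbound regions (18.0%), with an odds ratio of 2.94 (adjusted p = 6.84e-18, same exact test). H-NS was marked for 181 bound (40.1%) and 430 unbound regions (35.0%), and this difference did not pass the threshold (odds ratio 1.24, adjusted p = 0.0664, same exact test). A mark here pools all data sets of a protein, from different media and growth phases. The paper instead compares shared base pairs for each data set, with the largest H-NS excess in exponentially growing cells of a single medium. The measures are unlike, so the pooled result does not speak against that excess. With log length as a covariate in a logistic regression the odds ratio was 5.02 for Fis and 1.98 for IHF, but 0.623 for H-NS, lower in bound regions (95% interval 0.436 to 0.891). With place on the genome in the model as well, the odds ratio for H-NS was 0.994 and did not pass the threshold (interval 0.659 to 1.50). In bound regions with a maximal R of at least 2, H-NS marks were more frequent than in unbound ones (odds ratio 1.41, adjusted p = 0.00474 in Fisher's exact test). H-NS and IHF were marked together for 89 bound regions, and H-NS, Fis and IHF together for 62 with a mean length of 352.3 bp.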

### Sequences overrepresented in the Dps binding sites have a common motif with consensuses of other nucleoid proteins

The overlap of genomic regions occupied by Dps with binding sites of other nucleoid proteins makes the identification of a specific motif for Dps challenging and problematic. A preliminary search for over presented sequences was undertaken with MEME suite programs [54] for the 304 shortest samples from CS (total size—49789 bp, i.e. less than the 50000 bp limit of the software). Programs of this suite integrated into MEME-chip [67] were run in a discriminative mode with the 739 shortest sequences of UR (total size—49988 bp) and predicted three dominant motifs with E-values in the range of 4.6E-021–1.0E-011, including T(G/A)A(t/c)A, TA(c/t/g)(T/A), TT(T/a)(g/a) and one long sequence: (t/c)(g/c)(t/c)AGGCC(g/t)GATAAG(g/a)CG, which, however, was found only in 10 samples. DMINDA [55] predicted more potential candidates as consensuses of grouped overrepresented sequences. However, many of them contained A/T-rich motifs typical for nucleoid proteins, H-NS (consensuses: (a/g)ATA(A/t)(t/a) [49] or (T/g/c)(C/g/a)G(A/t)T(A/T)a(A/t)(t/a)t [68]), Fis (tG-t(g/t)(a/g)tTTTTT(c/g/a)-Ca [49]), IHF ((t/c)-(A/T)—(g/c)(t/c)—(A/t)(T/a)(t/a)(t/a) [51]), or some other transcription factors. For instance, TGAT, is a part of sequences recognized by H-NS, Fis and also FNR (aaa-tTGAt-ta-(a/g)TCAAtta(a/t)t [46] or tTGAt—-aTCAa [50]). 

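FNR, a transcription factor, was marked in S3 Table for 26 of the 451 bound regions (5.76%, interval 3.96% to 8.31%) and 4 of the 1227 unbound regions (0.326%). The odds ratio was 18.7 (Fisher's exact test, two-sided, adjusted p = 1.12e-11), and 4.80 with log length as a covariate in a logistic regression (95% interval 1.30 to 17.8).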

During exponential, growth FNR has a limited number of binding sites, though their overlap with regions occupied by Dps is 1.9- and 2.7-fold higher than expected by chance (data from [47] and [50], respectively; S3 Table for FNR-bound regions). We, therefore, removed 336 genomic regions bound by other proteins from CS and used the remaining 115 sites occupied by Dps (average size 207 bp) for sequence analysis. In this case, the best motif found by MEME suite was (t/c)GATA (E = 4.8e-007), while DMINDA generated six groups with longer consensuses corresponding to this sequence for at least four nucleotides. They included: TG(G/a)(T/**c**)**GAT** (E = 4.7e-025), C**TG**(**A**/G)(**T**/c)**A**A (E = 1.7e-011), **GATA**-CG (E = 3.6e-009), cgCC**TGAT**GC (E = 9.9e-009), C-GG**CGAT** (E = 3.2e-007) and **CGATa**-CG (E = 3.6e-006). 

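Counted from the marks, 336 bound regions (74.5%) carry a mark for H-NS, Fis, IHF or FNR and have a mean length of 254.7 bp, and 115 (25.5%) carry none and have a mean length of 206.6 bp. Of those 115, 89 also have no mark for RNAP.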

When 84 of 115 sequences containing at least one of those motifs were again used to find overrepresented motifs in the Dps binding sites, the dominant sequences revealed by MEME appeared to be GATA (E = 1.0e-007), while DMINDA suggested TG-tGAT as the most statistically significant (E = 4.6e-018) motif. Thus, the presence of overrepresented motifs in the Dps-bound genomic regions can not be ignored and they may be important for complex formation. However, a lack of a typical DNA-binding domain in the Dps protein and presence of the revealed motifs in the sites specifically recognized by other nucleotide proteins and transcription factors, also allows a suggestion that Dps prefers to bind DNA near the regions occupied by other proteins.

### Deletion of Dps differentially affects gene expression

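Of the 451 regions of the combined set, 206 (45.7%, interval 41.1% to 50.3%) lay wholly inside a coding sequence of the RefSeq annotation. Coding sequences cover 85.8% of the chromosome, and rotated lists placed 293.3 of the regions (65.0%) inside them, with 95% of rotations between 274 and 312 (exact rotation test, two-sided p = 1.12e-05). For the complete Matcher lists of each experiment, the share was 31.6% against 61.0% in rotated lists in the first and 53.6% against 68.8% in the second. The unbound regions lay inside coding sequences more often than rotated lists, with 88.1% against 78.3% (p = 3.62e-05, same exact test).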

Almost 50% of Dps-binding sites are immersed in the coding sequence of genes. The others at least partially encompass promoters or/and terminators, where different repeating sequences act as components of binding modules for the transcription factors, or transcription stop signals (Page 3, S3 Table). These targets include 66 sites located between divergently transcribed genes and 33 sites in the spacers between convergent genes. 

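S3 Table assigns a functional type to each region of the combined set, and its most frequent type, coding regions of genes or operons (g), was given to 210 of them. Types with the mark for divergent genes were given to 66 regions and those with the mark for convergent genes to 33. The number of spacers of each kind was not counted here, so no test was made of this difference.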

The genome has an equal number of spacers separating divergent and convergent genes, so this bias toward the promoter regions may indicate the involvement of Dps in transcription regulation. Consistent with this interpretation, Dps targets strongly overlap with RNA polymerase (RNAP) binding sites (Fig 4) and of the two types of genomic domains with extensive protein occupancy, only those that are enriched with RNA polymerase molecules were preferentially occupied by Dps (Fig 4F). Those domains (EPODs, **E**xtensive **P**rotein **O**ccupancy **D**omains) were identified without the use of any specific antibody and were classified by the authors [48] into two functional categories: highly expressed (he) and transcriptionally silent (ts) EPODs. Excessive overlap with Dps contacts was obtained only for heEPODs (Fig 4A). 

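Domains of the highly expressed type were marked in S3 Table for 69 bound (15.3%) and 36 unbound regions (2.93%), an odds ratio of 5.98 (Fisher's exact test, two-sided, adjusted p = 1.69e-17). Transcriptionally silent domains were marked for 28 (6.21%) and 63 (5.13%), and the difference was within chance (odds ratio 1.22, adjusted p = 0.396, same exact test). RNAP was marked for 185 bound (41.0%) and 73 unbound regions (5.95%), with an odds ratio of 11.0 (adjusted p = 3.81e-61, same exact test). With log length as a covariate in a logistic regression, the odds ratio was 6.39 for the highly expressed domains and 2.68 for RNAP, while that for the silent domains fell below 1, to 0.703 (95% interval 0.341 to 1.45). The regression did not hold whether a region lies inside a coding sequence.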

We, therefore, tested the propensity of Dps to affect expression efficiency of 8 genes using the *dps*-null mutant.

Since the two ChIP-seq experiments revealed a fundamental difference in the interaction of Dps with ribosomal operons, it was reasonable to test the dependence of their expression on the presence of Dps. However, seven copies of rRNA genes complicate the data evaluation, so we took *rpoA* and *rpoB* genes, encoding α- and β–subunits of RNAP as representatives of genes from the operons of ribosomal proteins. Fig 5A shows the profiles of Dps contacts in the *rpoB* genomic region. There are three operons with ribosomal genes. All of them were fully occupied by Dps in the first experiment, including the part of the *rpoB* coding sequence, while in the second experiment the base line remained at the level of the control sample (**R** ≈ 1.0) and even fell below it within and nearby the *rrsB* operon. 

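The peaks listed here come from ratios in 35 bp windows, while the profiles in the figures of the paper are smoothed over several such bins and were not analysed here. The *rplKAJL-rpoBC* genes lie between 4178447 and 4189573. In the first experiment 5 Matcher peaks covered 18.4% of this stretch, and 4 of them lay before *rpoB*, the longest from 4179552 to 4180667 over *rplA*, *rplJ* and *rplL* with a maximal R of 1.95. Within *rpoB* (4181245 to 4185273) the first experiment had 1 peak, from 4185077 to 4185208, which covered 3.28% of the gene. The second experiment had 6 Matcher peaks in the stretch, covering 11.5%, all of them in the combined set. Of these, 3 lay in *rpoB* and covered 14.3% of the gene, with maximal R of 2.07, 2.44 and 2.15. CLC GW peaks covered 51.5% of *rpoB* in the first and 50.2% in the second experiment.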

Almost the same was true for *rpoA*, transcribed as a polycistronic unit *rpsMKD*-*rpoA*-*rplQ* (S3A Fig). 

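For the operon *rpsMKD-rpoA-rplQ*, between 3439616 and 3442471, 3 Matcher peaks of the first experiment covered 86.7% of the length, and 84.7% of *rpoA* itself. The operon next to it, from *rplN* to *rpmJ* between 3442618 and 3448149, was covered to 85.9% by 8 peaks. In the second experiment the first of these operons had 1 Matcher peak, from 3441458 to 3441693 in *rpsD* with a maximal R of 2.52, and none in *rpoA*. The other had 2 peaks, covering 3.27%, with maximal R of 2.61 and 1.88.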

In the first experiment this and the neighboring *rplNXE-rpsNH-rplFR-rpsE-rpmD-rplO-secY-rpmJ* operon were extensively occupied by Dps (S3A Fig, Page 1 in S3 Table), while in the second assay the **R**-values only slightly exceeded the control level, and were below it in the *rpoA* region (S3B Fig). This remodeling was also detected for some other genes with growth-dependent expression. For instance, the *oppABCDF* operon (S4A Fig), encoding inner membrane proteins of ABC transporter and following stringent control reprogramming similar to ribosomal genes [69], was covered by Dps in the first experiment, while in the second one only two small peaks have maxima exceeding **R** = 1 (S4A Fig). In contrast, the binding of Dps to the *fis* genomic locus was detected only in the second experiment (S5A Fig). 

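Between 1301182 and 1306768, where *oppABCDF* lies, the first experiment had 1 Matcher peak, from 1302846 to 1302963 at the start of *oppB*, which covered 2.11% of the operon with a maximal R of 1.79. Another, from 1300679 to 1300901, lay within 300 bp of the operon. The second experiment had no Matcher peak in the operon, and the nearest one lay 7289 bp away from *oppA*. CLC GW peaks covered 41.3% of the operon in the first experiment, in 20 peaks, and 7.80% in the second, in 3 peaks.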

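The *fis* gene lies from 3411271 to 3411567 and is transcribed together with *dusB* (3410280 to 3411245). Neither Matcher list has a peak within *fis*. The nearest Matcher peak of the second experiment, from 3410521 to 3410639 in *dusB*, lay 632 bp from it, had a maximal R of 1.80 and belongs to the combined set. Another of the second experiment, from 3410016 to 3410229 with a maximal R of 2.79, lay within 300 bp of the *dusB-fis* operon and is not in the combined set. In the first experiment the nearest Matcher peak lay 11703 bp away. CLC GW peaks covered 34.0% of *fis* in the first experiment and 22.6% in the second, with 1 peak each.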

The *rho* gene, which encodes a transcription terminator and is expressed independent from ribosomal genes together with its neighborhood (S6A Fig), as well as the *dps* gene, selected as potential target for autoregulation (Fig 6A), represent examples of the genomic loci bound by Dps in both experiments, while the *lacZYA*, *mhpR-lacI* and *mhpABCDFE* operons exemplify regions remained unbound in both experiments (S3B Fig).

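The *rho* gene (3966417 to 3967676) had 1 Matcher peak in the first experiment, covering 8.97% of it, and 4 in the second, covering 50.9%, of which 3 belong to the combined set. The *dps* gene (848408 to 848911) had no Matcher peak in the first experiment, where the nearest lay 1291 bp away, and 1 in the second, from 848882 to 848994 with a maximal R of 2.14, which is not in the combined set. CLC GW peaks covered 49.4% of *dps* in the first and 9.33% in the second experiment. No Matcher peak of the first experiment lay in *lacZYA* (361249 to 366305), *mhpR-lacI* (366428 to 368420) or *mhpABCDFE* (368611 to 374881). In the second experiment *lacA* had 1, from 361479 to 361822 with a maximal R of 3.34, and the other genes had none. CLC GW peaks of the first experiment covered 18.0% of *lacZYA*, 34.3% of *mhpR-lacI* and 21.3% of *mhpABCDFE*, and those of the second covered 33.6%, 26.3% and 24.0%. The list of unbound regions has 2, 1 and 2 regions there.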

**Fig 5:**
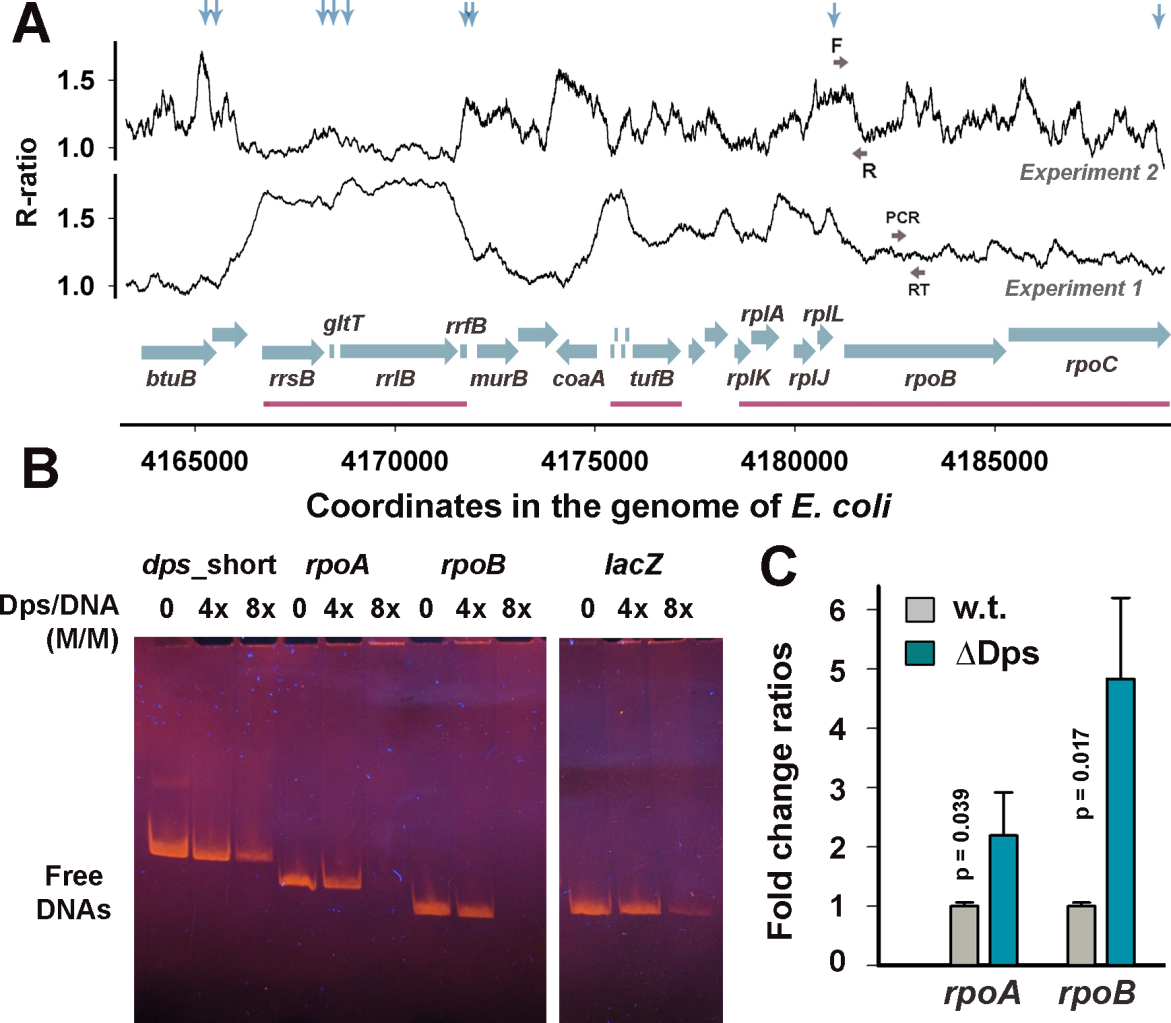
Deletion of the *dps* gene affects *rpoA* and *rpoB* expression. **A:** Profiles of the Dps binding sites obtained in two experiments (indicated) for the genomic region with three operons of ribosomal genes (running window of nine 35 bp bins). Genes are represented by blue horizontal arrows; magenta lines show ribosomal operons. Vertical arrows mark locations of inverted repeats (if longer than 7 bp). **B:** Band shift assays performed for indicated genomic loci. The regulatory region of the *dps* gene was used as a positive control for all band shift assays in this study. Fragment from the *lacZ* coding sequence was used as a reference gene for qRT-PCR experiments. Positioning of primers for amplification (**F** and **R**) is indicated in panel **A** of this figure, Fig 6A (for the *dps* regulatory region) and in S3 Fig (for *rpoA* and *lacZ*). **C:** Changes in the expression efficiency of selected genes in response to *dps* deletion. Primers used for reverse transcription and consecutive PCR are designated as RT and PCR, respectively, here and all other figures. Expression levels were estimated based on 3 and 5 biological samples (3–18 technical repeats in each) for *rpoA* and *rpoD*, respectively. Error bars show an average deviation. Statistical significance was assessed using Student’s t-test.

**Fig 6:**
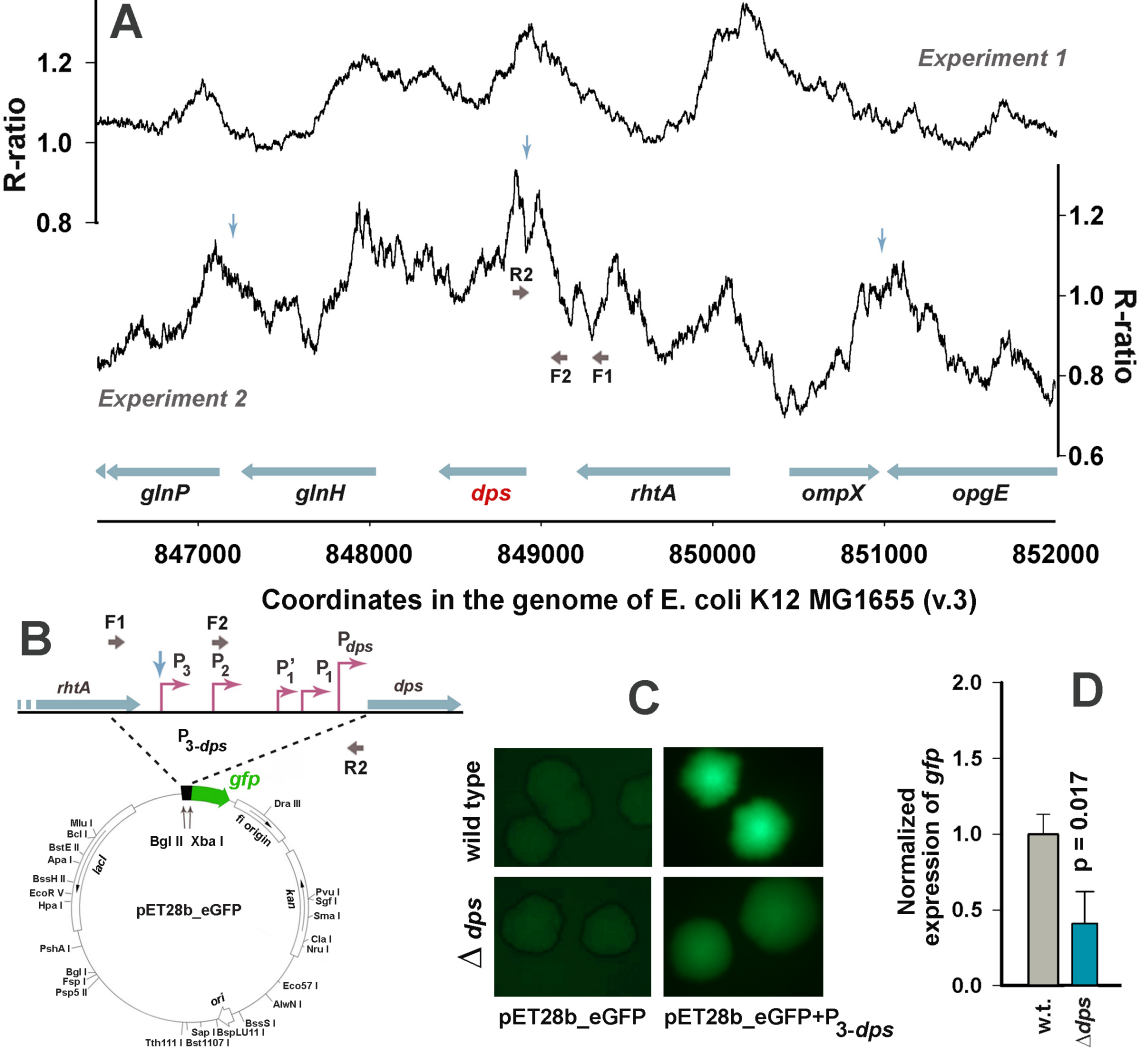
qRT-PCR and reporter assays revealed apparent positive autoregulation of the *dps* gene. **A:** Profiles of the Dps binding sites obtained in two experiments for the *dps* genomic locus (running window of nine 35 bp bins). Genes are displayed as blue horizontal arrows. Vertical arrows show locations of inverted repeats, if longer than 7 bp (blue). Primer pair F1-R2 was used for cloning the whole regulatory region in pET28b_eGFP. The *dps*_short fragment (positive control in all band-shift assays) was amplified with F2-R2. **B:** Scheme of the pET28b-eGFP reporter vector with the insert of the *dps* promoter region. **C:** Images of *E*. *coli* MG1655 cell colonies transformed by pET28b-eGFP plasmid with or without the promoter insert. Images were obtained by fluorescent microscope Leica with 2 or 0.5 sec exposition for control and experimental cells, respectively. **D:** Changes in the expression efficiency of *gfp* in response to *dps* deletion measured in qRT-PCR using *kan* as a reference gene. Expression levels were estimated based on 3 biological samples with 3 technical repeats in each. Error bars show an average deviation. Statistical significance was assessed using Student’s t-test.

Demonstrating all possible types of similarity or difference between two experiments, the selected profiles confirmed certain correlation of detected peaks with disposition of long inverted repeats and also revealed some periodicity in the pattern of Dps binding. Quasi-regular alternation of the Dps-occupied and free DNA segments can be a specific feature in the mode of its interaction with the genome. Like nucleosomal fazing, this may be important for maintaining optimal conformation of active chromatin and for its rapid remodeling under stress conditions.

Band-shift assays were performed to characterize the ability of Dps to interact with linear DNA fragments representing the Dps-bound (Figs 5B, S4B, S5B and S6B) and unbound (Figs 5 and S5) regions. In all experiments the previously characterized DNA fragment, amplified with primers F2 –R2 from the regulatory region of the *dps* gene (dps_short) [19], was used as a positive control. Interaction efficiency was estimated based on the amount of DNA remained unbound. As a result, we observed the ability of Dps to interact with DNA fragments taken from the regions bound by Dps *in vivo* (Figs 5, S4–S6) and also confirmed its different affinity to the linear DNA fragments [19], but we did not find obvious correlation with ChIP-seq data in the efficiency of binding. For instance, from the two sequences unbound *in vivo*, taken from *fis* regulatory region (fis_up) and the *lacZ* coding area, first remained unbound in vitro (S5B Fig), while the second interacted with Dps even stronger than the control fragment “*dps*_short” (Fig 5B, profile in S3 Fig). Moreover, the DNA fragment from *rho* genomic loci representing the peak well reproduced *in vivo*, demonstrated rather weak binding in vitro (S6B Fig). Most likely this low correlation between *in vivo* and *in vitro* experiments is due to the ability of Dps to form complexes with partially melted ends of linear fragments [19] that can mask other types of interaction, if any. On the other hand, Dps-DNA binding in the cell might be significantly dependent from other proteins of bacterial nucleoid.

Functional dependence on Dps was detected for 5 out of 7 genes tested by qRT-PCR using *dps*-null mutant (Figs 5C, S4C–S6C). As expected, removal of Dps had a similar effect on *rpoA* and *rpoB* (Fig 5C). However, the level of their expression varied, and for *rpoB* it was unchanged in the mutant strain in one of 5 biological replicates, which probably reflects observed unstable interaction of Dps with ribosomal operons (Fig 5A). The increase in the amount of *rpoA* and *rpoB* mRNAs assumes a negative impact of Dps on their expression, which probably can be extended to ribosomal genes as well. Response of *rho* was the opposite (S6C Fig). The proteins of transcriptional machinery are, therefore, under the differential control of growth-dependent regulatory networks and it is possible that direct or indirect Dps-mediated stimulation of the ρ-dependent transcription termination is an important step in the process of genome packaging.

The strongest inhibition was detected for *fis* (S5C Fig). This was quite unexpected, since a stimulatory rather than inhibitory effect of the *dps* deletion would have been more anticipated if one takes into account the opposite changes in the concentrations of Fis and Dps during the growth of bacteria [4]. The *fis* gene is transcribed together with the upstream *dusB*, and the promoter of the latter is strongly inhibited by Fis [70, 71]. If Dps interferes with Fis, then its deletion can strengthen Fis-mediated suppression, explaining the observed inhibitory effect by the relieved competition.

We did not detect any changes in the amount of *oppA* or *oppB* mRNAs, but Dps appeared to be required for expression of *oppD* (S4C Fig). Taken into account operonic organization of this locus, competition with other transcription factors in the region between unaffected *oppA*—*oppB* and suppressed *oppD* seemed unlikely. Though, the analysis of available data sets revealed extended Fis contacts within *oppBCD* (wavy lines in S4 Fig). Thus, the detected inhibitory response to *dps* deletion in this case can be also explained by competitive interactions with Fis.

To test the possibility of feedback regulation for *dps*, the region containing all experimentally verified promoters [72, 73] was incorporated into pET28b-eGFP in front of *gfp* (Fig 6B). Removal of *dps* decreased the fluorescence of cells transformed with a resulting plasmid 1.5 fold (from 211.1±21.8 to 140.5±16.7 relative units, Fig 6C). Approximately the same inhibitory response was registered by qRT-PCR (primers gfp_F and gfp_R, S1 Table) for exponentially growing cells (Fig 6D). Promoter region of *dps* has two sites of primary contacts with Dps revealed by DNAse I footprinting [19]. One of them (65–120 bp upstream of P_*dps*_) fully covers the binding site for activator IHF and is located nearby repressor Fis contact regions (92–104 bp and 19–33 bp from P_*dps*_, respectively [74]). Another one (216–281 bp from P_*dps*_) has a 30 bp inverted repeat in the center (indicated in Fig 6A and 6B). Relieved interference with Fis in the first binding site perfectly explains inhibitory effect of dps deletion (Fig 6D), while lost interaction with inverted repeat can break topological state of the promoter region. The *dps* regulatory region can, thus, be suggested as a model for further studies of the Dps ability to bind structural elements and interfere with other regulatory proteins.

## Discussion

During exponential growth bacterial cells contain at least 6,000 monomers of Dps [3, 75], which are distributed along the entire uncondensed genome [76]. Upon starvation, Dps co-crystallizes with DNA [30] by hypothetical mechanism that does not require any sequence or structural specificity. To understand if Dps has any binding preferences we, therefore, selected cells harvested at exponential rather than stationary phase, although the intracellular concentration of Dps increases dramatically during steady growth [3, 75]. Automatic evaluation by CLC WB revealed several thousand of Dps targets with a total length of about 1,100,000–1,500,000 bp (S2 Table), while the cumulative size of areas occupied by Dps provided by the Matcher-based approach was 90,000–300,000 bp (Pages 1 and 2, S3 Table). 

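Summed over the deposited lists, the CLC GW peaks had a total length of 1489341 bp in the first experiment and 1080322 bp in the second. These exceed the covered lengths slightly where neighbouring peaks overlap.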

In the exponential growing culture there are 500–700 Dps dodecamers per cell. If 60 bp are sufficient for their interaction with DNA (estimated in the titration experiments made *in vitro* [18]), then only 30,000–42,000 bp can be occupied. If our estimate of ~120 bp (based on the maxima positioning in the size distribution curves (S2B Fig)) reflects the topology of natural binding in the cell, then in 60,000–84,000 bp of the genome can be covered by Dps. These ranges are significantly smaller, than the total size of binding sites revealed by both methods in both experiments. Therefore, to maintain functional integrity of the genome during exponential growth Dps most likely uses different combinations of binding sites in different cells.

At stationary phase there are 7000–15,000 Dps dodecamers per cells, which can occupy 420,000–900,000 bp or 840,000–1,800,000 bp if, respectively, 60 or 120 bp are required for interaction with a single Dps particle. This roughly corresponds to the total length of Dps targets found by CLC GW (1,100,000–1,500,000 bp), suggesting a possibility that they are used as primary anchor sites for the genome packaging. But the question about the size of a single binding site still remains open, because both 60 bp and 120 bp are much longer than the physical size of the Dps dodecamer, ~7 nm [5], and analyzing the available AFM images, we have not found convincing evidence of DNA wrapping on the protein globule.

The large number of contact sites found for Dps is not very surprising, since the nucleoid proteins Fis, IHF, H-NS and even transcription factor FNR (during anaerobic growth) also bind to many locations in the genome, especially in stress conditions (500,000–1,600,00 bp) [46, 47, 49, 51]. This ubiquity assumes a substantial overlap between the contact sites of different proteins, and the crucial role of nucleoid-associated proteins in FNR occupancy at many of its target sites has been discussed [50]. Quantitatively estimating the superposition of Dps contact sites with the targets of three nucleoid proteins, we found the maximum overlap with the sites occupied by Fis. This is also not surprising, as it is believed that condensing the genome during steady growth; Dps replaces Fis that maintains the optimal structural state of the nucleoid during exponential growth. Less expected was an overlap with the binding sites of H-NS, a histone-like protein functioning as a transcription factor, or a structural protein [77, 78]. Unlike other nucleoid proteins, H-NS has an exclusively high specificity to horizontally acquired genes [65, 66] and *promoter islands* often located nearby [43, 62, 64]. We previously found that deletion of *hns* significantly activated transcriptional activity of the *islands*, while deletion of *dps* caused a differential effect of approximately the same scale as found in this study [56]. Now it became clear that both proteins (Fig 4A for Dps) have a strong affinity to the *islands*, where their functional interplay can be used to keep expression of foreign genes at the optimal level.

Although the genome has a large number of potential Dps binding sites, their distribution, even at a large scale was not uniform (Fig 1). 

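The window of 800000 bp with the most Matcher peaks of the second experiment ran from 3478658 to 4278657. It contains *oriC* and 4 of the 7 rRNA operons, and held 818 of the 1647 peaks (49.7%), 59.9% of the combined set and 22.3% of the Matcher peaks of the first experiment. Of the unbound regions it held 14 (1.14%). A window of this length takes up 17.2% of the chromosome. No window of this length placed anywhere holds more than 5 whole rRNA operons.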

The largest occupancy was observed for approximately 800,000 bp of the genome, including the origin of replication and 6 of 7 rRNA operons, where the most significant differences between the two ChIP-seq experiments were detected. This bias can be only partially explained by the gradient in the DNA copy number, since using R-ratio between read counts detected in the anti-Dps immunoprecipitated sequence libraries and the control sets, we obtained increase, rather than decrease in this bias for CS (Fig 1B, dashed plot). Thus, it is likely that the presence of a large number of Dps molecules in the last quarter of the genome is biologically meaningful permitting fast remodeling under stress conditions by turning off expression of ribosomal genes or by affecting replication initiation.

Both experiments indicated an interaction of Dps within or nearby oriC (positions 3925744–3925975) (S2 Table), which is important as it is known that Dps can delay replication by direct interaction with DnaA [79]. 

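In the second experiment a CLC GW peak from 3925560 to 3925837 overlapped *oriC* and covered 40.5% of it, with an authors' p-value of 6.65e-05. In the first experiment the nearest CLC GW peak, from 3925603 to 3925700, ended 44 bp away from *oriC* (authors' p-value 1.51e-06). No Matcher peak overlapped *oriC*. The nearest in the second experiment, from 3925130 to 3925300, lay 444 bp away and the nearest in the first 3679 bp away.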

The genomic regions bound by Dps in this area contain many repeated sequences, including three pairs of inverted heptanucleotides within the origin (underlined below). One pair overlaps with two binding sites for IciA (in bold): AGA**GATC****TGTTCTATT**GT**GATCTCT****TATTA****G (**position 3925757). This protein inhibits replication by blocking the DNA opening by DnaA. Four other sequences can form two alternative complementary pairs: AGGATCATTAAC**TGTGAATGAT**CGGTGATCCT, or GATCATTAAC**TGTG****AATGAT**C (position 3925844–46, respectively) overlapping the DnaA binding site (in bold). Thus, it is possible that inverted repeats, forming a 4-way junction create a platform for interaction with the Dps-DnaA submolecular complex.

Enrichment of the Dps targets with inverted repeats (Fig 3) supports a previous suggestion that they are important for binding [19]. 

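Regions with an inverted repeat of any length from 5 to 7 bp were compared between the bound and unbound sets by the marks in S3 Table. The odds ratio was 4.41 (Fisher's exact test, two-sided p = 1.07e-30), with an interval of 80.6% to 87.3% for the share in bound regions and 52.1% to 57.6% in unbound ones. With log length as a covariate in a logistic regression it was 1.24 (95% interval 0.814 to 1.88). Among regions of 110 to 159 bp, 75.3% of 154 bound and 64.4% of 104 unbound regions had such a repeat (p = 0.0694 in Fisher's exact test). At 160 to 219 bp the shares were 79.5% of 112 and 75.9% of 29, and at 220 to 299 bp 89.7% of 78 and 90.0% of 10.

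**Figure D2:**
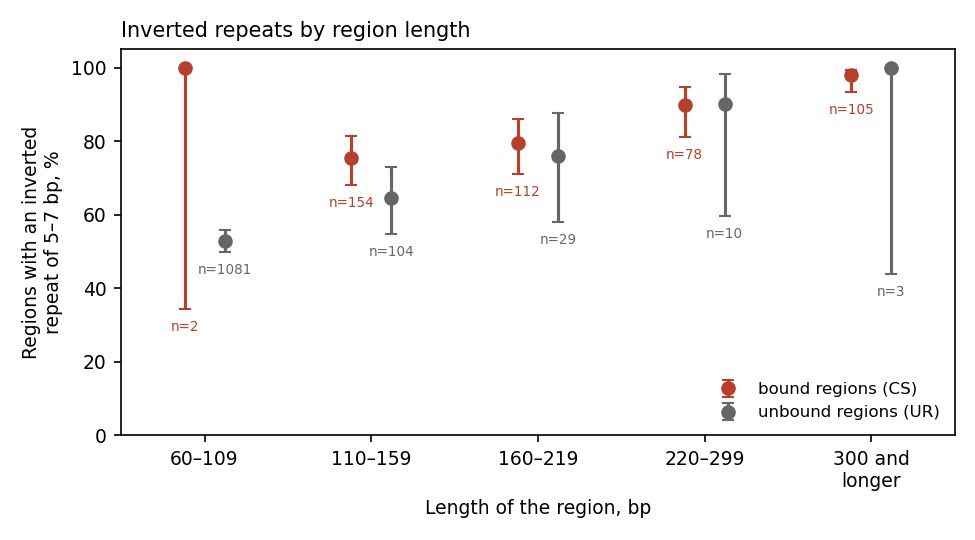
Share of regions with an inverted repeat of 5 to 7 bp by length of the region, for the combined set and the unbound regions, with Wilson 95% intervals. From 110 bp on the shares rise with length in both sets, and the intervals of the sets overlap in each class. The class of 60 to 109 bp has only 2 bound regions.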

A total of 380 peak regions (84%) from CS possess 5–7 bp inverted repeats (Page 3, S3 Table), while in the set of unbound sequences this percentage is only 54.8% (Page 4, S3 Table). The role of inverted repeats in Dps binding is also supported by some correlation between their positioning and the peaks in the Dps binding profiles (Figs 5A, 6A and S3–S6). However, a large number of inverted repeats in the genome limits the possibility of their use for predictive mapping.

For direct repeats, which have the same large-scale profile as inverted repeats (Fig 1C), this ubiquity is even higher, and may explain why CS and UR differ in their presence only for long repeats (Fig 3). 

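Direct repeats of 5 to 7 bp were marked for 425 of 451 bound regions and 965 of 1227 unbound regions, an odds ratio of 4.44 (Fisher's exact test, two-sided p = 5.00e-16). With log length as a covariate in a logistic regression the odds ratio changed direction, to 0.834 (95% interval 0.447 to 1.55). For direct repeats of 7 bp alone, marked in 117 bound (25.9%) and 121 unbound regions (9.86%), it was 3.20 without length (p = 2.39e-15, Fisher's exact test) and 1.24 with it (interval 0.794 to 1.93).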

Almost all Dps contact regions (94%, Page 3, S3 Table) have tandem repeats, but they are also found in 78.6% of unbound sequences (Pages 4, S3 Table). For all that, one of the Dps primary contacts in the promoter region of its own gene covers the cluster with 5 bp direct repeats [19]. The ability of tandem repeats to facilitate or stabilize interaction with Dps is, therefore, unclear.

A similar conclusion can be reached regarding the role of sequence motifs over-represented in Dps binding sites GATA and TG-tGAT. Their presence can not be ignored, and direct interaction with Dps deserves special study by methods intended for this purpose. Currently it is likely that Dps can bind DNA near the regions occupied by other proteins. Then, revealed sequence motifs may belong to their specific targets. REP-elements can also contribute to the detected enrichment. Providing a platform for the structure-specific interaction they also “contaminate” bound regions with overrepresented motifs (consensus: GCC(g/**t****)****GAT**G-CG(a/g)CG(t/c)——(g/a)CG(c/t)CTT**ATC**(c/**a**)GGCCTAC, inverted repeats are underlined).

The fact that 6 of 8 genes with tested expression efficiency responded to the removal of *dps*, suggests that Dps can function as a transcription factor. This feature has not been previously described for this protein, though in many cases a “regulatory” effect can still be explained by changed availability of the promoter regions for transcriptional activators and/or inhibitors. Even specifically reduced amount of mRNA transcribed from intraoperonic *oppD* can be explained by the canceled competition for Fis in the *dps*-null mutant (S4 Fig). Whatever the mechanism of registered changes is, it became clear that variations in the intracellular Dps concentration may modulate the profile of mRNAs transcribed in exponentially growing cells. By now it has only been detected for the profiles of cellular proteins upon starvation [1].

The transcriptional activity of the *dps* promoters appeared to be also suppressed in the *dps*-null mutant (Fig 6D). Even though this suppression is most probably mediated by relieved interference with any of three regulatory proteins—Fis, H-NS and MntR-Mn^2+^ able to repress the dps promoter activity [80, 81], the data obtained indicate positive dependence of the *dps* expression on the cellular concentration of its protein product. Reporter assays revealed the same dependence for steady growing bacteria in cell colonies (Fig 6C). They strongly support the qRT-PCR data, though do not indicate that positive feedback also takes place during steady growth, because registered fluorescence can arise from GFP accommodated in cell colonies before they reached the stationary phase. It is clear, that positive autoregulation, either direct or competition-mediated, is favorable for the rapid genome packaging in case of emergency, but some cellular components are required to stop it when necessary and to remove Dps from the condensed chromosome. Some nutrients can fulfill this role during the exit from starvation. We recently found, for instance, that D-galacturonate and D-glucuronate, but not glucose, are capable of altering the oligomeric form of Dps [82], which may be crucial for remodeling. In any case, it became clear that interacting with genomic DNA Dps can affect expression of some genes. In most cases, including apparent positive autoregulation, this influence can be attributed to Dps competition with Fis. Functional interplay of these two proteins, which share common binding sites (Fig 4) and substitute each other depending on the environmental conditions, on promoters of genes from Fis regulon became thus of particular interest.

## Supporting information

S1 Fig Dps binds genomic DNA in a non-random manner. **A:** Correlation between the number of reads from immunoprecipitated and control libraries calculated for 100 bp bins (second experiment). All points, corresponding to rRNAs operons are marked in red. Blue dots correspond to the regions containing bins with **R**>1.4 in the first experiment (Fig 2A). Dashed line shows bisectrix of the plot. **B:** Distribution of the Dps binding sites the *E*. *coli* MG1655 genome. Two outer circles represent the gene map of the top and the bottom strands of the *E*. *coli* MG1655 genome. The red ticks on the third circle mark positions of rRNA operons. The profile of **R**-values and the distribution of reads registered in the control library were calculated for a 25 bp running window and plotted on the fourth and the fifth circles, respectively.
(TIF) Click here for additional data file.

S2 Fig Typical Dps-binding sites are 100–130 bp in size. Histograms demonstrating the size-dependent distribution of the Dps-binding sites, revealed in two ChIP-seq experiments by CLC GW (**A**) and the Matcher (**B**) (blue and green plots, respectively). Solid and dashed lines correspond to the peaks found with default and stringent settings, respectively. The magenta plot in panel **B** corresponds to CS.
(TIF) Click here for additional data file.

S3 Fig Dps reproducibly binds to the operons of ribosomal proteins, leaving the *lacZYA*, *mhpR-lacI* and *mhpABCDFE* operons unbound. Profiles of the Dps binding sites obtained in the two experiments (indicated) for the genomic region containing two operons of genes encoding ribosomal proteins (**A**) and operons of metabolic genes (**B**) (running window of nine 35 bp bins). Genes are shown by blue horizontal arrows, operons are indicated by magenta lines. Vertical arrows mark locations of inverted repeats (if longer than 7 bp). Positioning of primers used for amplification (F and R) and qRT-PCR (RT and PCR) are indicated.
(TIF) Click here for additional data file.

S4 Fig Deletion of *dps* affected expression of *oppD* without any impact on *oppA* and *oppB*. **A:** Profiles of the Dps binding sites obtained in the two experiments (indicated) for the genomic region associated with the *oppABCDF* operon (running window of nine 35 bp bins). Disposition of genes is indicated by blue horizontal arrows. Genes transcribed as a polycistronic unit are underlined by magenta line. Vertical arrows mark locations of inverted repeats (if longer than 7 bp). Wavy lines indicate sites bound by H-NS, Fis and IHF in the data sets obtained in [46, 47, 49–51] and used for intersection analysis (Fig 4). Positioning of primers used for amplification (F and R) and qRT-PCR (RT and PCR) are indicated. **B:** Band shift assays performed for indicated DNA fragments. **C:** Dependence of expression efficiency in response to *dps* deletion. Expression levels were estimated based on 5, 7 and 6 biological samples (3 technical repeats in each) for *oppA*, *oppB* and *oppD*, respectively. Error bars show an average deviation. Statistical significance was assessed using Student’s t-test.
(TIF) Click here for additional data file.

S5 Fig Deletion of *dps* significantly affects *fis* expression. **A:** Profiles of the Dps binding sites obtained in the two experiments (indicated) for the genomic region associated with the *dusB*-*fis* operon (running window of nine 35 bp bins). Disposition of genes is indicated by blue horizontal arrows. Genes transcribed as a polycistronic unit are underlined by magenta line. Vertical arrows mark locations of inverted repeats (if longer than 7 bp). Positioning of primers used for amplification (F and R) and qRT-PCR (RT and PCR) are indicated. **B:** Band shift assays, performed for indicated DNA fragments. **C:** Dependence of expression efficiency of *fis* in response to *dps* deletion. Expression levels were estimated based on 4 biological samples with 3 technical repeats in each. Error bars show an average deviation. Statistical significance was assessed using Student’s t-test.
(TIF) Click here for additional data file.

S6 Fig Deletion of *dps* significantly affects expression of the *rho* gene. **A:** Profiles of the Dps binding sites obtained in two experiments (indicated) for the genomic region associated with the *rho* gene. Disposition of genes is indicated by blue horizontal arrows. Genes transcribed as a polycistronic unit are underlined by magenta line. Vertical arrows mark locations of inverted repeats (if longer than 7 bp). Positioning of primers used for amplification (F and R) and qRT-PCR (RT and PCR) are indicated. **B:** Band-shift assays, performed for the indicated DNA fragments. **C:** Dependence of expression efficiency of *rho* in response to *dps* deletion. Expression levels were estimated based on 3 biological samples with 6 technical repeats in each. Error bars show an average deviation. Statistical significance was assessed using Student’s t-test.
(TIF) Click here for additional data file.

S1 Table Primers used in the study. (DOC) Click here for additional data file.

S2 Table Peak regions found by CLC GW in both experiment using different settings. (XLSX) Click here for additional data file.

S3 Table Dps-bound and unbound regions found by the Matcher-based approach. (XLSX) Click here for additional data file.

# Supplementary material for: The nucleoid protein Dps binds genomic DNA of Escherichia coli in a non-random manner
**Source:** PLoS One. 2017 Aug 11;12(8):e0182800. doi: 10.1371/journal.pone.0182800
**Supplement:** S1 Table

**Table S1 Primers used in the study**

| Name | Sequence |
| --- | --- |
| dps_del_1 | 5’-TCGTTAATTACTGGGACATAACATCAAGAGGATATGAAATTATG ATTCCGGGGATCCGTCGAC-3’ |
| dps_del_2 | 5’-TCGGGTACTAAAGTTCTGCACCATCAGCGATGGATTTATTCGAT GTAGGCTGGAGCTGCTTC-3’ |
| dps_cl_1 | 5’- TAATTTCTAGAACATAACATCAAGAGG-3’ |
| dps_cl_2 | 5’- AGCTCTAGATTTATTCGATGTTAG-3’ |
| dps_F1 | 5’-GGAAGATCTTCCTCGGAGAAACACT-3’ |
| dps_F2 | 5’-ATGCAGATCTTCTCGCTACTTTTC-3’ |
| dps_R2 | 5’-TCCTCTAGATGTTATGTCCCAGT-3’ |
| fis_up_F | 5’-TTTGGCAGAGGTTAAGCGCT-3’ |
| fis_up_R | 5’-GTACCAGCTCATAGAGGTCA-3’ |
| fis_down_F | 5’-GACCTCTATGAGCTGGTACT-3’ |
| fis_down_R | 5’-TCACTCCCTTTGTGACACCT-3’ |
| fis_RT | 5’-GCATCACCATGTCCAACAGG-3’ |
| fis_PCR | 5’- CCAAAAACCCCTGCGTGACTC-3’ |
| rpoA_RT(F) | 5’-CATGCCCAGAGACAGTCCAC-3’ |
| rpoA_PCR(R) | 5’-CCAGAGTTCGATCCGATCCT-3’ |
| rpoB_F | 5’-CCAAGGCGGTAGCTGACGTATT-3’ |
| rpoB_R | 5’-CACAAGTTCTGGATGTACCTTA-3’ |
| rpoB_RT | 5’-TTGTGCGTAATCTCAGACAG-3’ |
| rpoB_PCR | 5’-CTCTGGGCGATCTGGATACC-3’ |
| rho_F | GAAAGAGTTCCTCGACGCTA |
| rho_R | GTCACAGGAGAGTACGCAGA |
| rho_RT | 5’-TTCGTCGATCAGCAGAACCATC-3’ |
| rho_PCR | 5’-TAACTGCTCGCGTACTGGATC-3’ |
| oppA_F | **5’-TCCCCGCTTATTCGCACC-3’** |
| oppA_R | 5’-ACTCGCCAATACATTTTGC-3’ |
| oppA_RT | 5’-TCGGATCAACAGAACGTTGC-3’ |
| oppA_PCR | 5’-GATCTTGACGGTCATCCAGC-3’ |
| oppB_RT | 5’-CCGCAAGGAAAAATGCTGCG-3’ |
| oppB_PCR | 5’-TGACACAGTATTTCAGCTACC-3’ |
| oppD_F | 5’**-GGTTGCCAGTCTGATAGT-3’** |
| oppD_R | 5’**-CATCATTACCGAATCCAC-3’** |
| oppD_RT | 5’-GCATCCGCACCGACTCTTCA-3’ |
| oppD_PCR | 5’-CCCAATGACTTCGTTGAATC-3’ |
| lacZ_RT | 5’-CCATCCAGTGCAGGAGCTCG-3’ |
| lacZ_PCR | 5’-**CAACCCGTGGTCGGCTTACG-3’** |
| lacZ_F | CGGTGAAGTGCCTCTGGATG |
| lacZ_R1 | CTGGTGGTCAGATGCGGGAT |
| lacZ_R2 | GGGAGCGTCACACTGAG |
| gfp_PCR | 5’-TTGTACTCCAGCTTGTGCCC-3’ |
| gfp_RT | 5’-ACGACGGCAACTACAAGACC-3’ |
| kan_PCR | 5’-TCAACGGGAAACGTCTTGCT-3’ |
| kan_RT | 5’-TCGGGCTTCCCATACAATCG-3’ |

How the deposited data were processed for this re-analysis (not part of the article)

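Dps binding was measured by ChIP-seq in *E. coli* K-12 MG1655 in 2 experiments, each with 1 library precipitated with anti-Dps antibodies and 1 control library precipitated with pre-immune IgG. The experiments were taken as the replicates, since samples were assigned to them by their labels and by the methods of the paper. The depth is the number of reads the paper gives, 39199442 and 25682627 mapped under the stringent settings for the Dps and control libraries of the first experiment and 5788335 and 4341979 for the second. The deposited lists hold no reads, so depth was used only to describe the libraries and to simulate counting noise.

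The authors filtered reads at a quality of Q of at least 20 and mapped them to U00096.3. CLC GW 7.5.1, under the stringent settings with length and similarity fractions of 1.0, gave peaks with a p-value, and the authors deposited these p-values with the borders. For the Matcher lists the authors took 50 nt reads without mismatches, scaled the Dps and control profiles to each other, and deposited for each peak the maximal ratio R between them. Right borders of the Matcher peaks include the length of the last read, as S3 Table states. The authors also deposited the combined set of bound regions with their ratio R and the list of unbound regions, which carries borders only. Nothing was normalized again here. In all, 6 lists were used.

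The lists were read with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3. Tests used scipy 1.17.1 and statsmodels 0.14.6, and plots matplotlib 3.10.9. Regions count as overlapping from 1 bp on, and a region lies in the part of the chromosome that holds its centre. The exact rotation test went through all 4641628 rotations, and a second form used the 98003 rotations of 1 to 50 kb with the one of no shift. It is one-sided for overlaps of lists and two-sided, as the doubled smaller tail, for coding sequences. Shares of bound and unbound regions were compared by Fisher's exact test, two-sided, and in a logistic regression with log length, and for the 9 marks of islands, proteins and domains the p-values were adjusted by the method of Benjamini and Hochberg. The threshold was 0.05. A region counted as marked for a protein where any of the data sets listed for that protein had a mark. Marks for repeats, REP-elements, islands and proteins were read from the pages of S3 Table for the combined set and the unbound regions, which hold all 451 and 1227 regions. Its page for the second experiment was held only in part and was not used. Gene positions came from the RefSeq annotation of assembly ASM584v2, whose sequence is U00096.3. It lists 4290 protein-coding genes and 22 rRNA genes.

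The methods were tested on simulated data. Counts of overlapping regions were the same as those from direct counting in all 5000 rotations checked. Among 200 pairs of lists with no planted overlap, 8 had p under 0.05 in the rotation test, and with 30 of 100 regions planted all of 100 pairs did. For a mark set by length alone, Fisher's exact test gave p under 0.05 in 1000 of 1000 draws of bound and unbound regions and the logistic regression in 64. With an odds ratio of 2 at equal length the logistic regression did so in 879 of 1000, with a median odds ratio of 1.99. These marks were drawn from the same form of model that was fitted, so the draws cannot test that form. The odds ratios with log length depend on it, since few regions of the sets have the same length. Lengths of 60 to 109 bp are those of 1081 unbound but only 2 bound regions.

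The genes and regions named are those the paper names for its profiles or expression tests, the rRNA operons, the ribosomal protein operons and *oriC*, and the 5 Matcher peaks with the highest R in each experiment. Some R in S3 Table had been seen when this rule was written. The tests of overlap between lists, of the last 25% of the genome between peaks kept and left out of the combined set, of bound regions inside coding sequences, and of the marks for islands, proteins, domains and repeats of 5 to 7 bp were fixed before the data were examined. Other tests were chosen later, among them those of the last 25% between the experiments, of H-NS within promoter islands, within classes of length, and of most explanations. The alternatives set with the first tests were stricter thresholds of p-value and R, an overlap of at least 50% of a peak, rotations of 1 to 50 kb, joining of peaks up to 90 bp apart, leaving out rRNA operons, leaving out each replicate, log length as a covariate, and all genes instead of coding sequences. Log length together with the place of a region among 4 equal stretches of the genome was added after the data were seen, as were all comparisons of the second Matcher list with the CLC GW list of the first experiment.

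No genome sequence was used here, so planned tests that need it were not made. These are the shared base pairs of repeats and of REP-elements with rotated regions, the K values by spacer, the GATA and TG-tGAT motifs, regions trimmed to equal length, and repeats in the list of a single experiment. Spacers between divergent and convergent genes were not tested, since no strand of genes was used. Repeats of each length and REP-elements were compared by the marks in S3 Table instead, a test chosen after the data were seen. Lists made with the default CLC GW settings, the SELEX profile and expression measurements were not analysed here.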

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

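Of the tests in this part, the odds ratio between the experiments and every test of an explanation were chosen only after the results were seen, while the coverage of the rRNA operons and its setting with R of at least 2 were planned.

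The experiments differed in where their Matcher peaks lie. The last 25% of the genome held 63.1% of the peaks of the second experiment and 25.9% of those of the first, an odds ratio of 4.90 (Fisher's exact test on the peaks, two-sided p = 4.54e-23). In base pairs the shares were 69.1% and 36.3%. Peaks near each other are not independent, so this p describes the lists and not the conditions. The share of 63.1% (interval 60.8% to 65.4%) is not that of an even spread. Whether counting noise contributes cannot be told apart, since noise follows coverage, which is not in the lists, and a simulation with even coverage has no share other than an even one to give. Isolated sites on an even baseline of R cannot be told apart from a gradient by the unbound regions either, since their number depends on coverage too. The authors collected these where R stayed under 1.0 in both experiments. They numbered 542 in the second stretch of 25% and 62 in the last, which is 0.233 times the number expected from the 60 bp windows that Matcher peaks and CLC GW peaks with p-values under 0.0001 leave free. A broad gradient of R in the second experiment that follows the distance from *oriC* may account for this. The mean direction of its peaks on the circle lay 5565 bp from *oriC*, and the numbers fell with distance on both arms, from 544 to 53 on the left and from 510 to 58 on the right. The same holds for the unbound regions in reverse, whose mean direction lay 5012 bp from the point opposite *oriC*. Whether such a gradient comes from binding or from a different copy number of DNA near the origin in the Dps and control libraries cannot be told apart, since coverage outside peaks is not in the lists. The positions of the peaks are concentrated (resultant length 0.597, where 0 is an even spread), but both explanations give that. The paper proposes a biological role of Dps in this part of the genome, and growth conditions that differed between the experiments stay open as well. Neither was tested.

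The experiments also differed at the rRNA operons. Matcher peaks covered each of the 7 operons in full in the first experiment and none of any in the second, so the mean difference over operons was 100 percentage points. This difference was not tested, since the copies are nearly identical, reads with several matches were counted by Matcher, and the operons are therefore not independent. Peaks with R of at least 2 alone covered 71.7% in the first experiment. The paper describes the same mapping of 50 nt reads by Matcher for both experiments, and whether shared reads add to the difference was not tested. A difference in growth, which the paper names, in library preparation, or in the scaling of the profiles was not tested, since each experiment is a single pair of libraries.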

How the results depend on the processing

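Alternatives that put the place on the genome, as 4 equal stretches, into the model, all comparisons of the second Matcher list with the CLC GW list of the first experiment, the tests of single repeat lengths, alternatives combined with shifts of 1 to 50 kb, and the tests of REP-elements other than R of at least 2 were chosen only after results were seen. Of 87 alternatives over 27 results, 57 kept the direction and the side of the threshold, 13 lost significance, 1 gained it, 12 changed direction and 4 moved beyond their interval.

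The excess of shared CLC GW peaks between the experiments kept its direction and its side of the threshold under each setting tried, with ratios to rotated lists from 1.08 to 1.70. The numbers behind it moved, from 4213 shared peaks to 750 with p-values under 0.0001 and 1995 with at least 50% of the peak shared. For Matcher against CLC GW peaks of the first experiment the ratio of 1.22 was 1.06 with R of at least 2 (38 of 41 peaks against 177 of 193, p = 0.204 in the exact rotation test). That setting leaves fewer peaks. In the second experiment the ratio stayed past the threshold with one choice changed at a time, between 1.15 and 2.37, with 473 shared peaks at p-values under 0.0001 and 640 at an overlap of 50%, against 1155. An overlap of 50% together with shifts of 1 to 50 kb gave 1.05, not past the threshold (640 against 611.9, p = 0.0703 in the exact rotation test), while p-values under 0.0001 with such shifts gave 1.16. The Matcher lists of the 2 experiments overlapped 0.894 times as often as rotated lists and 1.29 times with rRNA operons left out, and no setting passed the threshold of this one-sided test, which looks for an excess and cannot show a deficit. With R of at least 2, 6 peaks overlapped against 40, where rotated lists gave 17.3 (95% of them between 7 and 31). Against shifts of 1 to 50 kb, 40 was below the range of 47 to 77, but without the rRNA operons 39 was inside the range of 23 to 43. For Matcher peaks of the second against CLC GW peaks of the first experiment the ratio of 0.945 became 1.09 with p-values under 0.0001, where 529 overlapped against 1107. This change of direction appeared only against lists rotated by any distance, since shifts of 1 to 50 kb gave 639.9 and a ratio of 0.827. At an overlap of 50%, 386 overlapped, below the range of 396 to 582 in rotated lists. The cause was not tested.

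The last 25% of the genome held 70.1% of the combined set, 77.9% counted in base pairs, and 25.9% to 63.1% when the Matcher list of one experiment replaced the set. The lower value is the list of the first experiment, without replicate 2. Bound regions inside coding sequences ranged from 31.6% to 53.6% in the same way and stayed below rotated lists in each list. rRNA operons were covered to 71.7% in the first experiment with R of at least 2.

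With log length in the model, odds ratios between bound and unbound regions fell for most marks. Inverted repeats of 5 to 7 bp went from 4.41 to 1.24, and to 1.12 with place on the genome as well. Repeats of 6 bp went to 1.14 and 1.00, and repeats of 7 bp to 1.45 and 1.25, none past the threshold, while repeats of 5 bp stayed past it. Direct repeats of 5 to 7 bp went from 4.44 to 0.834 and 0.778, those of 5 bp to 0.944 and 0.943, those of 6 bp to 0.825 and 0.701, and those of 7 bp to 1.24 and 1.03. Promoter islands fell from 27.8 to 6.90 and 15.3, and mixed islands from 4.65 to 1.83, no longer past the threshold, but with place in the model mixed islands passed it again. H-NS went from 1.24 to 0.623 and 0.994, and to 1.41, past the threshold, with R of at least 2. H-NS passed the threshold with length alone, in the opposite direction. FNR lost significance with length and place (3.94). Silent domains went from 1.22 to 0.703 and 0.571, never past the threshold. Fis, IHF, highly expressed domains, RNAP and REP-elements kept direction and significance in each model tried. Since the models differ from the plain test only in length and place, the falls show that these, as modelled, account for part of the plain odds ratios. Whether a region lies inside a coding sequence was in no model. Of the unbound regions 88.1% did, and of the bound regions 45.7%. This difference may therefore add to the odds ratios that remained, those of REP-elements and RNAP included, and was not tested. The cause of the H-NS gain at higher R was not tested.

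No paired analysis was possible because the deposited lists hold peaks per experiment and no values for single libraries. The libraries share the numbers 1 and 2 in their labels.

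Depth limits the second experiment most, with 43.6 and 32.7 mapped reads per 35 bp window in the Dps and control libraries. The following settings were not run, since no genome sequence or strand was used here. They are all settings of the repeats and REP-elements by base pairs, K values, spacers between genes and motifs, regions trimmed to 60 bp, and marks in the list of a single experiment.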

Differences from the paper's values

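In this part the number of rRNA operons per window, the overlap of unbound regions with CLC GW peaks, and the share of first-experiment Matcher peaks found in the second were chosen only after results were seen, while the genes and operons were fixed by the rule for named genes.

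No value that the paper states and that was also computed here differed by more than 1.5 times under the settings used at the claims. Such a rule passes gaps between high percentages. Of the second-experiment Matcher peaks, 70.1% overlapped a CLC GW peak of that experiment here, where the paper gives 83%. The cause of this gap was not tested, and lists made under the default settings were not used.

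The paper describes single loci from profiles of R smoothed over several 35 bp bins. These profiles were not analysed here, and the values set beside its statements are peak borders and maximal R in 35 bp windows from the lists. The measures are unlike, so a locus can be covered, or close to the control level, in a smoothed profile and differ in the lists.

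The paper states that the operons around *rpoB* were fully occupied in the first experiment, with part of *rpoB*, and that R stayed at the control level in the second. Matcher peaks of the first experiment covered 100% of *rrnB*. They covered 18.4% of *rplKAJL-rpoBC* and 3.28% of *rpoB*. The 18.4% refers to 11127 bp with all of *rpoB* and *rpoC*, while the paper names only part of *rpoB*. Of the 5 peaks in this stretch 1 lay in *rpoB* and the others before it. The share of the genes before *rpoB* alone was not computed. Matcher peaks of the second experiment covered 11.5% of the stretch and 14.3% of *rpoB*, with a maximal R of up to 4.34 in *rplL*, and none of *rrnB*.

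The paper states that in the second experiment R was only slightly above the control level over *rpsMKD-rpoA-rplQ* and its neighbour, and below it at *rpoA*. The deposited list has peaks there with maximal R of 2.52, 2.61 and 1.88, over 8.26% and 3.27% of the operons. It has none in *rpoA*, and the first experiment covered 86.7% and 85.9%, as the paper states.

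The paper states that *oppABCDF* was covered in the first experiment. The Matcher list of that experiment has 1 peak in it, over 2.11% of its length, while CLC GW peaks cover 41.3%.

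The paper states that the *fis* locus was bound in the second experiment and not in the first. No Matcher peak lies in *fis* in either experiment, while the second has 1 in *dusB* and another, from 3410016 to 3410229 with a maximal R of 2.79, within 300 bp of the *dusB-fis* operon. The first has none at either place, as the paper states. CLC GW peaks lie in *fis* in both, over 34.0% of the gene in the first and 22.6% in the second.

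The paper names *dps* as bound in both experiments. The CLC GW lists have it in both, with 2 and 1 peaks. The Matcher list of the first experiment has no peak in the gene, and the peak of the second is not in the combined set.

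The paper names *lacZYA* as unbound in both experiments. The Matcher list of the second experiment has a peak in *lacA* with a maximal R of 3.34, and that of the first has none in the operon. *mhpR-lacI* and *mhpABCDFE* have no Matcher peak in either. CLC GW peaks lie in all of these operons, 9 of them in *lacZYA* in each experiment.

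The paper places all rRNA operons but a single one, with the origin, in the region of largest occupancy. No window of 800000 bp holds more than 5 of the 7.

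The methods define unbound regions as free of CLC GW peaks with p-values under 0.0001. Of the 1227 deposited regions, 67 overlap such a peak of the first experiment and none overlaps one of the second. Only lists made under the stringent settings were used here, and the methods do not say whether the lists under stringent or default settings were meant.

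The paper states that many windows enriched in the first experiment were also found in the second. Counted as Matcher peaks rather than windows, 37 of 193 peaks of the first experiment (19.2%) overlapped the second list, against 32.8 in rotated lists (exact rotation test, one-sided p = 0.289).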

Other observations

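In this part the models with place on the genome, the tests of peak lengths and spacing, of noise that falls evenly, of base composition, of peaks kept or left out and of random windows, and the reading of the log length models as tests of an explanation, were chosen only after the results were seen, while the log length models themselves, the simulation of counting noise and the overlap without rRNA operons were set earlier.

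The Matcher peaks of the experiments overlapped no more often than rotated lists (40 against 44.7). Counting noise at the lower depth of the second experiment may be part of the reason. Libraries simulated with its read numbers and an even baseline gave a mean of 1636.4 calls under the peak definition, from 1557 to 1695 in 10 simulations, and those with the read numbers of the first experiment gave 0. The deposited list has 1647 peaks. The closeness of these numbers is not evidence that the list is noise, since the simulation used the reads mapped by CLC GW, one way of joining positions, even coverage and an even baseline, and a baseline of 1.1 gave 4622.6 calls. That the rRNA operons alone hide an overlap cannot be told apart from chance. Without them 39 peaks overlapped against 30.2, and p = 0.126 in the exact rotation test neither passes the threshold nor excludes an excess. Against shifts of 1 to 50 kb, 40 was below the range that held 95% of the shifts (47 to 77, mean 63.0), while without the operons 39 was inside its range (23 to 43, mean 33.3). Counting noise does not speak to an overlap below that of shifted lists, and the reason for it was not tested beyond leaving out the operons.

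Noise that falls evenly over the chromosome is argued against as the source of the whole second list, because 53.6% of its peaks lay wholly inside coding sequences and rotated lists gave 68.8%. Noise that follows local coverage was not tested, since coverage is not in the lists. Bound regions lay inside coding sequences less often than rotated lists and unbound regions more often (88.1% against 78.3%). Whether this reflects binding or the base composition of the spacers during library preparation cannot be told apart, since no genome sequence was used here.

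A larger share of bound than of unbound regions has an inverted repeat of 5 to 7 bp (84.3% against 54.8%). The greater length of bound regions is a candidate explanation, because the odds ratio fell from 4.41 to 1.24 with log length in the model (95% interval 0.814 to 1.88). An effect inside that interval stays open, and repeats of 5 bp alone kept 1.60. For H-NS the plain odds ratio of 1.24 did not pass the threshold, but that of 1.41 with R of at least 2 did (adjusted p = 0.00474, Fisher's exact test). With log length it was 0.623 and passed the threshold in the opposite direction. With length and place it was 0.994 and did not pass it. The direction for H-NS therefore depended on the setting, and no conclusion on length is drawn from it. For Fis, length and place are argued against as the whole reason, because an odds ratio of 3.59 remained with log length and place among 4 equal stretches of the genome in the model (95% interval 2.29 to 5.62). A finer trend along the chromosome was not tested, and neither was the different share of bound and unbound regions inside coding sequences. The hypothesis that Fis and Dps occupy the same sites in these cells was not tested either, since the Fis marks come from other studies.

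The most frequent length of Matcher peaks, which the paper takes as a tentative estimate of the site size, may be set by the peak definition. The shortest listed length is 109 bp in both experiments and opens the most frequent class in each, and S3 Table states that the right border of a peak includes the length of a read beyond the last position, on top of the minimum of 60 bp.

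Maxima of neighbouring CLC GW peaks followed each other most often at 160 to 179 bp in the first experiment and at 360 to 379 bp in the second. The difference of 200 bp decides little, since the second list has no distance under 260 bp and one of 160 to 179 bp could not appear in it. Whether the spacing of Dps is the same in both experiments, or whether the 360 bp come from the longer fragments of the second library, of 300 to 500 bp, therefore cannot be told apart. The shortest distance in the first list is 106 bp, and a limit of the peak caller stays open. No biological explanation was tested for the spacing or for the peak lengths.

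The peaks of the second experiment that entered the combined set overlapped the CLC GW list of the first more often than those left out, with 97.3% against 55.9%. S3 Table describes the set as Matcher peaks of the second experiment that were also found in the first by CLC GW or Matcher, so a higher overlap is built into the selection. That rule alone does not give the set from the lists used here, since 668 of the 1196 peaks left out overlap the CLC GW list of the first experiment too, and 447 of the 451 kept overlap one of its lists. What else entered the selection was not tested. Among peaks that overlap that list, 70.2% of those kept and 68.1% of those not kept lay in the last 25% of the genome (odds ratio 1.10, Fisher's exact test, two-sided p = 0.507), while peaks that overlap the list lay there more often than the others, with 68.9% against 51.3% (Fisher's exact test, two-sided p = 5.83e-12). No explanation was tested for their place on the genome.

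A window of 100 bp placed at random touches a CLC GW peak of at least one experiment in 70.2% of positions, since the lists together cover 46.1% of the chromosome. This is the share to set beside the overlap of the SELEX sites with these lists. The SELEX profile was not analysed here.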
